# Nuclear lamina dysfunction triggers a germline stem cell checkpoint

**DOI:** 10.1038/s41467-018-06277-z

**Published:** 2018-09-27

**Authors:** Lacy J. Barton, Tingting Duan, Wenfan Ke, Amy Luttinger, Kaylee E. Lovander, Alexey A. Soshnev, Pamela K. Geyer

## Abstract

LEM domain (LEM-D) proteins are conserved components of the nuclear lamina (NL) that contribute to stem cell maintenance through poorly understood mechanisms. The Drosophila emerin homolog Otefin (Ote) is required for maintenance of germline stem cells (GSCs) and gametogenesis. Here, we show that *ote* mutants carry germ cell-specific changes in nuclear architecture that are linked to GSC loss. Strikingly, we found that both GSC death and gametogenesis are rescued by inactivation of the DNA damage response (DDR) kinases, ATR and Chk2. Whereas the germline checkpoint draws from components of the DDR pathway, genetic and cytological features of the GSC checkpoint differ from the canonical pathway. Instead, structural deformation of the NL correlates with checkpoint activation. Despite remarkably normal oogenesis, rescued oocytes do not support embryogenesis. Taken together, these data suggest that NL dysfunction caused by Otefin loss triggers a GSC-specific checkpoint that contributes to maintenance of gamete quality.

## Abstract (web summary)

Otefin is a nuclear lamina protein required for survival of Drosophila germ stem cells. Here the authors show that nuclear lamina dysfunction resulting from loss of Otefin activates a DNA damage-independent germ stem cell-specific checkpoint, mediated by the ATR and Chk2 kinases, which ensures that healthy gametes are passed on to the next generation.

## Introduction

The nuclear lamina (NL) is an extensive protein network comprised of lamins and hundreds of associated proteins. Among these are the conserved family of LEM Domain (LEM-D) proteins, named for the founding human members LAP2, emerin, and MAN1^1,2^. These proteins share a LEM-D that interacts with Barrier-to-Autointegration Factor (BAF), a conserved double-stranded DNA and histone-binding protein that promotes chromosome condensation important for nuclear assembly^3,4^. Interactions between LEM-D proteins and BAF tether chromatin to the nuclear periphery, organizing the genome for transcription, DNA replication, and repair^5–7^. In addition, LEM-D proteins interact with transcriptional regulators, including repressors and nuclear effectors of signaling cascades^1,2^. Although LEM-D proteins are globally expressed, mutations in *LEM-D* genes cause tissue-restricted diseases, termed laminopathies, that affect tissues such as skeletal muscle, skin, fat, and bone^2,8^. A unifying feature of laminopathies is the age-dependent worsening of disease phenotypes, leading to the suggestion that laminopathies result from defects in tissue homeostasis and a failure to maintain adult stem cell populations^9,10^. Despite the growing evidence that LEM-D proteins are required in multiple types of adult stem cells, it remains unclear how LEM-D proteins maintain healthy stem cell populations and promote tissue homeostasis.

*Drosophila melanogaster* has emerged as a powerful model to define the function of LEM-D proteins in tissue homeostasis. Drosophila encodes four LEM-D proteins^11^, of which three are NL-associated (Fig. 1a). These include Drosophila MAN1 (dMAN1) and two emerin homologs Otefin (Ote) and Bocksbeutel (Bocks). As in mammals, loss of individual Drosophila LEM-D proteins causes distinct tissue-restricted developmental defects that worsen with age, with little to no effect on viability^11–15^. Even so, LEM-D proteins have overlapping developmental functions, as loss of any two NL LEM-D proteins is lethal^13^. Studies of Ote revealed a key role for this LEM-D protein in stem cell homeostasis. Loss of Ote causes female and male sterility due to a failure in adult germline stem cell (GSC) maintenance^12,15,16^. As Drosophila GSC niches and germ cell properties are among the best characterized^17,18^, studies of Ote are instrumental for elucidating how LEM-D proteins support adult stem cells.

**Fig. 1:**
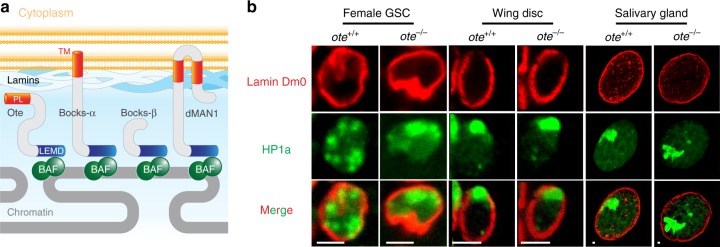
Loss of Ote causes germline stem cell-specific NL defects. **a** Schematic of the Drosophila nuclear lamina (NL). Underneath the inner nuclear envelope (yellow) resides the NL (blue) that contains three Drosophila LEM-D proteins, Otefin (Ote), Bocksbeutel (Bocks α and β), and dMAN1. Each protein localizes to the NL using a domain (orange, Peripheral localization, PL) that interacts with lamin or using transmembrane domains (orange, TM). Proteins in the LEM-D family carry a LEM-D (blue) that binds Barrier-to-Autointegration Factor (BAF, green), to promote chromatin assembly at the nuclear periphery. **b** Confocal images of *ote*^*+/+*^ and *ote*^*−/−*^ (*ote*^*B279G/PK*^) nuclei stained with antibodies against Lamin Dm0 (red) and Heterochromatin protein 1a (HP1a; green). Scale bars, 2.5 μm

Loss of Ote blocks germ cell differentiation and causes progressive GSC death^12,16^. Here we investigate the mechanism behind these defects. We find that loss of Ote causes a thickening of the NL and reorganization of heterochromatin in GSC nuclei, but not in mutant somatic cell nuclei. Such architectural defects are reminiscent of phenotypes observed in human *LMNA* mutant progeroid (premature aging) models^19^, in which cellular senescence has been linked to compromised replication and DNA damage^20–23^. Prompted by these links, we investigated whether GSC death resulted from activation of a DNA damage response (DDR). We found that loss of Ataxia Telangiectasia and Rad3-related (ATR) or Checkpoint kinase 2 (Chk2) in *ote* mutants rescues oogenesis, with females laying eggs. Surprisingly, although rescue of oogenesis was achieved by loss of components in the DDR pathway, we demonstrate that canonical triggers are not responsible for pathway activation. Instead, we establish that Chk2 activation is linked to defects in NL structure. Rescued *chk2, ote* double-mutant oocytes do not support embryogenesis, suggesting that NL dysfunction in GSCs triggers a checkpoint pathway that maintains female gamete quality to safeguard offspring fitness. Our studies suggest that laminopathies might be linked to activation of similar quality control pathways that selectively impact specific adult stem cell populations.

## Results

### NL organization in GSCs is altered in the absence of Ote

Loss of Ote compromises GSC homeostasis in female and male gonads^12,16^. To define mechanisms responsible for these defects, we focused our studies on the ovary because *ote*^*−/−*^ mutant GSC phenotypes are immediately apparent in newborn females but have an age-dependent component in males^16^. Drosophila ovaries are divided into 16 to 20 ovarioles, which are arranged in advancing stages of oocyte maturation. At the anterior end of the ovariole is the germarium, a specialized structure that contains a stem cell niche that supports two to three GSCs (Supplementary Fig. 1A). Upon division, GSCs produce one daughter cell that remains attached to the somatic niche and receives niche factors critical for GSC self-renewal. The second daughter cell is displaced from the niche, does not receive self-renewal signals and differentiates. Germ cell differentiation begins with four incomplete mitotic divisions to generate a 16-cell cyst, which develops into an egg chamber containing 1 oocyte and 15 supporting nurse cells. In wild-type Drosophila, GSCs are maintained and gametes are produced throughout the lifespan of the animal, making this defined and tractable system instrumental to understanding how LEM-D proteins support adult stem cell function.

Ote localizes to the NL in somatic and germ cells, yet loss of Ote specifically affects germ cells. To understand whether this tissue-restricted requirement is linked to nuclear structure, we dissected ovaries from young (<1-day-old) females and stained them with antibodies against the B-type lamin (Lamin Dm0) and Heterochromatin Protein 1a (HP1a). Notably, germline progenitors and adult GSCs have a distinct nuclear organization from somatic cells. In GSCs, homologous chromosomes and centromeres are unpaired^24,25^, whereas in other cell types, homologous chromosomes are paired and centric regions cluster to form an HP1a-containing chromocenter^26^. We found that *ote*^*−/*^^−^ GSCs have a thick and irregular NL, as well as increased clustering of HP1a compared to wild-type GSCs (Fig. 1b). Strikingly, this altered nuclear organization is specific to *ote*^*−/−*^ GSCs because *ote*^*−/−*^ nuclei of imaginal disc tissues (2n) and salivary gland tissues (~1000n) are phenotypically indistinguishable from wild-type controls (Fig. 1b). Together, these findings imply that Ote loss is associated with germ cell-specific nuclear architectural defects.

### The DDR transducer kinase Chk2 causes *ote*^−^^*/−*^ GSC loss

Nuclear architecture defects are common in premature aging syndromes such as progeria^27^. Accumulating evidence suggests that compromised nuclear architecture coincides with altered DNA replication and damage repair, two processes regulated by lamins^28,29^. Indeed, studies of progeroid cells with defective maturation of prelamin A found evidence of DNA damage and activation of DDR-mediated cellular senescence^20,22^. Based on shared progeroid-like nuclear phenotypes, we tested whether *ote*^*−/−*^ GSC death might result from DDR activation, by genetically compromising the DDR pathway. The DNA damage response in GSCs depends upon activation of the transducer kinase Chk2^30,31^. For this reason, we tested the role of Chk2 on *ote* mutant phenotypes by generating double mutant animals carrying null mutations in both *ote* and *chk2* (also known as *mnk, loki* in Drosophila; Supplementary Table 1). Ovaries from wild-type and mutant animals were stained with antibodies against Vasa to identify germ cells and DAPI to visualize DNA (Fig. 2a). As previously observed^12,15^, *ote* mutant ovaries were rudimentary and lacked the strings of developing egg chambers found in wild-type ovaries. Strikingly, loss of one or both copies of *chk2* in an *ote* mutant background restored oogenesis, producing large ovaries filled with developing egg chambers (Fig. 2a). As Chk2 transduces the checkpoint through phosphorylation of downstream targets^32^, we tested whether the Chk2 kinase activity was required for execution of *ote* mutant phenotypes. To this end, we crossed a *chk2* kinase dead [*chk2*^*KD*^] allele into an *ote* mutant background. We found that both heterozygous and homozygous *chk2*^*KD*^ mutations rescued oogenesis (Fig. 2b). These data demonstrate that the kinase activity of Chk2 is crucial for *ote* mutant GSC loss.

**Fig. 2:**
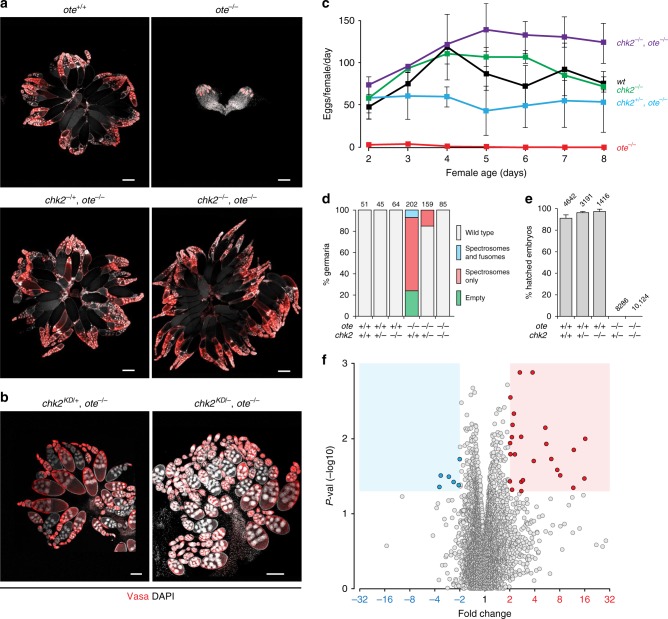
Chk2 activation is responsible for oogenesis defects in *ote* mutants. **a**, **b** Confocal images of ovaries dissected from less than 2-day-old females stained for Vasa (red) and DAPI (white). Genotypes are noted on the top of each image, wherein    *ote*^*−/−*^ corresponds to *ote*^*B279G/PK*^. The *chk2*^*-*^ alleles were either deletion alleles (**a**) or a kinase dead allele (Table S1, b). Scale bars represent 250 µm (**a**) or 100 µm (**b**). **c** Fecundity (eggs per female per day) of females mated to *ote*^*+/+*^ males as a function of female age in days. Bars indicate the standard deviation from a minimum of three independent experiments, assaying 7–15 females each time. Genotypes are noted to the right of each line. **d** Quantification of germarial phenotypic classes, as described on the right^12^. Genotypes are listed below the corresponding bar, with the number of germaria scored listed at the top. **e** Percentage of eggs that hatched within 48 h following deposition by females that were mated to *ote*^*+/+*^ males. Bars represent the standard deviation from at least two independent experiments. The number of eggs analyzed is noted above each bar. **f** Volcano plot of gene expression microarray results. The *x*-axis shows fold change between NULL (*chk2*^*P6*^*, ote*^*PK*^*/ ote*^*B279G*^ and *ote*^*PK*^*/ chk2*^*P30*^*, ote*^*B279G*^), and HET (*chk2*^*P6*^*, ote*^*PK*^*/ CyO* and *chk2*^*P30*^*, ote*^*B279G*^*/ CyO*) ovaries and the *y*-axis shows one-way ANOVA *p* value; areas corresponding to twofold change cutoff and *p* < 0.05 are shaded, points corresponding to significantly decreasing or increasing RNAs are colored blue and red, respectively

We next completed several experiments to define the scope of the dramatic rescue in *chk2, ote* mutants. First, egg production was quantified. These analyses revealed that fecundity remained strong throughout the entire 8-day assay period (Fig. 2c). These studies  also revealed that the Chk2 rescue was dose dependent, wherein loss of one wild-type *chk2* allele partially rescued fecundity and loss of both wild-type alleles provided full rescue. Second, the composition of germaria was determined. In these experiments, ovaries were stained with antibodies against Vasa and the cytoskeletal protein Spectrin (Supplementary Fig. 1A). Spectrin distinguishes the differentiation status of germ cells. In GSCs and their immediate daughters, Spectrin is found within a spherical structure called the spectrosome. Upon differentiation, Spectrin adopts a branched shape within a structure called the fusome^33^. Germaria from newly eclosed *ote*^*+/+*^ females carry approximately four germ cells with spectrosomes, corresponding to GSCs and daughter cystoblasts, as well as multiple developing cysts with fusomes (Supplementary Fig.1A, B). In contrast, newly eclosed *ote*^*−/−*^ ovaries show a complex germarial phenotype^12^, including germaria without germ cells due to GSC death (~24%) and germaria containing only spectrosome-positive germ cells (~68%) due to blocked differentiation (Fig. 2d, Supplementary Fig. 1A). Loss of Chk2 alone has no effect on GSC homeostasis (Fig. 2d, Supplementary Fig. 1B), consistent with previous findings^31^. In *chk2, ote* double mutant ovaries, all germaria had GSCs, cystoblasts, and differentiating germ cells (Fig. 2d). Remarkably, even loss of one wild-type *chk2* allele fully rescued GSC death and restored germline differentiation within the majority (~80%) of germaria (Fig. 2d). In *chk2*^*−/−*^*, ote*^*−/−*^ germaria, there is a slight increase in the number of spectrosome-containing germ cells per germarium (Supplementary Fig. 1B), suggesting that germ cell differentiation might be delayed. Together, these data reveal loss of Chk2 largely rescues germarial phenotypes in the *ote* mutants.

### Rescued oogenesis shows minimal changes in transcription

The *chk2*-dependent rescue provided the first opportunity to assess the Ote requirement in later stages of oogenesis. This multi-faceted developmental program includes rapid syncytial germ cell divisions, oocyte specification, meiosis, endocyclic DNA replication in nurse cells, axis specification, and active transcription to produce maternal products required for early embryogenesis. We stained *chk2*^*−/−*^*, ote*^*−/−*^ ovaries with Vasa and DAPI to examine oocyte development. Overall, oogenesis appeared normal in *chk2, ote* mutant females, with only a small number (10%) of developing *chk2*^*−/−*^*, ote*^*−/−*^ egg chambers containing a reduced number of nurse cells compared to wild-type controls. Next, we examined eggs laid by *chk2, ote* mutant females. Although these eggs were phenotypically normal, all failed to hatch even when the oocyte was fertilized with an *ote*^*+/+*^ sperm (Fig. 2e). These findings imply that Ote is either required for early events in embryogenesis or that underlying defects remain in *ote, chk2* germ cells that prevent embryogenesis. To determine whether blocked embryonic development was caused by altered production of maternal RNAs, we defined effects of Ote loss on transcription. 

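Ovary RNA was hybridized to 8 Affymetrix Drosophila 2.0 arrays, 1 array per sample of 100 ovary pairs. Of these samples, 4 were labelled null, from females with mutant copies of ote on both second chromosomes, and 4 were labelled het, from siblings in which 1 of those chromosomes was the CyO balancer with its wild-type ote. In both groups, replicates 1 and 2 carried the chk2 allele P30 and replicates 3 and 4 the chk2 allele P6, on the chromosome that also held a mutant ote allele. The methods place oteB279G on the P30 chromosome, whereas the sample labels place otePK there. The methods give the age of the females as 1 day, and the labels as 4 to 6 h. From 50 ng of RNA per sample, cDNA was made and 3.75 µg of it was fragmented to a mean of 85 bases.

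The deposited values are log2 signals of 18952 probe sets that the authors normalized with RMA. The log base is not stated and was read from the range of the values, 2.37 to 14.5 over all arrays. The submitters name Affymetrix Expression Console 1.4.1 as the software, and the methods name the Transcriptome Analysis Console. After 183 control probe sets were left out, 18769 were compared between the 4 null and the 4 het arrays with limma, without a covariate. The study's thresholds were kept, a 2-fold change and an unadjusted p under 0.05, and a Benjamini-Hochberg adjusted p under 0.05 was applied separately. Array medians lay between 5.61 and 5.72, correlations between arrays between 0.957 and 0.990, and no arrays were identical. The number of arrays limits the precision.

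The target of the mutations, ote, was read by 1 probe set, annotated to the gene Ote on chromosome 2R. Its log2 signal was 9.26, 7.27, 9.66 and 9.29 in the arrays labelled het 1 to 4, and 7.58, 7.48, 8.56 and 8.66 in those labelled null 1 to 4. The mean was 8.87 ± 1.08 (SD, n = 4) in het and 8.07 ± 0.63 (SD, n = 4) in null, a log2 difference of -0.80 or a signal 1.74-fold lower in null (exact permutation test, two-sided, p = 0.229, where the smallest p that 4 against 4 allow is 0.0286). The library labelled het 2 had the lowest Ote signal of all 8, so samples are named here by their deposited labels. Neither allele deletes the gene, since B279G carries an insertion and PK a premature stop codon. Where the probes lie relative to these lesions is not given in the sources used here.

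**Figure D1:**
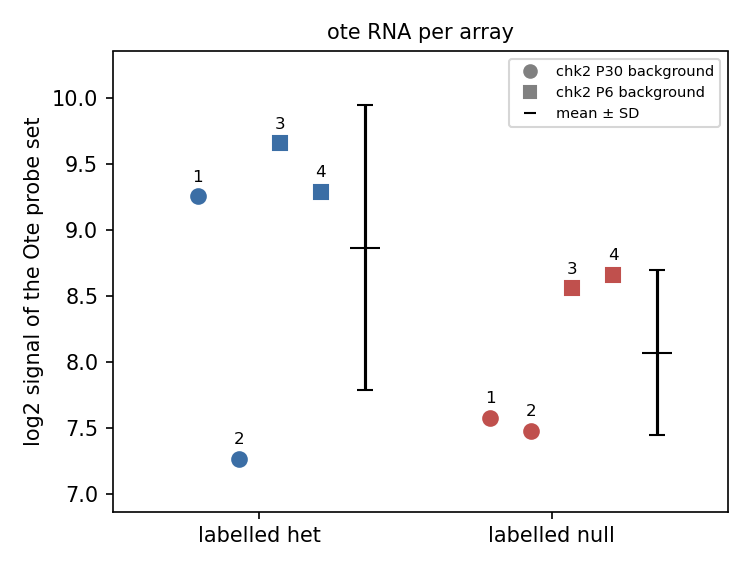
Log2 signal of the Ote probe set (y axis) in each of the 8 arrays, by deposited label (x axis). Numbers give the replicate, circles the P30 and squares the P6 background, and black bars the mean ± SD of 4 arrays. The array labelled het 2 lies at 7.27, while the other het arrays lie between 9.26 and 9.66.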

To control for inter-strain variability and ovary size, total RNA was isolated from ovaries of two *chk2*^*+/–*^*, ote*^*−/−*^ (null) backgrounds and their *chk2*^*+/–*^*, ote*^*+/–*^ (het) siblings. 

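In the ovaries labelled null, RNAs of the checkpoint that Chk2 belongs to had small mean differences from those of het siblings. With 4 arrays per label, moderate changes stay open. The paper states that changes limited to GSCs or early germ cells could not be seen in these arrays. The log2 difference, null minus het, was 0.17 for lok, which encodes Chk2 (standard error 0.15, n = 4 arrays per label), -0.05 for mei-41, which encodes ATR (0.27), -0.08 for tefu, which encodes ATM (0.35), -0.03 for grp, which encodes Chk1 (0.17), and 0.14 for p53 (0.20). RNAs of other LEM domain proteins and their partner at the lamina also had small mean differences between the groups, with log2 differences of 0.04 for bocks (standard error 0.20), 0.05 for MAN1 (0.24) and 0.11 for baf (0.15). Claspin, a mediator of checkpoint signalling, had a log2 difference of -0.48 (standard error 0.58), and LBR, the lamin B receptor, -0.59 (0.46). The gene that encodes HP1a, on chromosome 2L, lay at 13.41 ± 0.13 in het and 13.41 ± 0.10 in null (SD, n = 4 each).

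Of 22 genes of the DNA damage response, 11 were higher and 11 lower in null, and none passed the test, over all probe sets or adjusted over the list alone. Their median log2 difference was 0.05 and their mean -0.0042. Of 13 lamina and LEM domain genes, 5 were higher and 8 lower (median -0.13), and the lower ones included Ote, the mutated gene, at -0.80. Of 13 genes of apoptosis and the p53 response, 10 were higher and 3 lower (median 0.07), led by the Bcl-2 family gene Buffy at 0.64 (standard error 0.23, exact permutation test, p = 0.0571). Of 21 cell cycle genes, 9 were higher and 12 lower (median -0.06). Of 14 genes of HP1, heterochromatin and the telomere cap, 8 were higher and 6 lower (median 0.03, mean -0.0086). Of 37 genes whose symbols begin with RpL or RpS, for ribosomal proteins, 6 were higher and 31 lower (median -0.02). No member of these 5 further lists passed an adjusted p under 0.05, over all probe sets or adjusted over the list alone. None of the 6 lists shifted as a whole by camera at its preset correlation of 0.01, with adjusted p from 0.103 for the lamina list to 0.931 for the DNA damage response. On all 8 arrays 3 of them passed under other settings, all downward: the lamina list with a filter on dim probe sets (median -0.13, adjusted p = 0.0458) and with array weights (-0.14, adjusted p = 0.0400), the cell cycle list with array weights (-0.16, adjusted p = 0.0157) and the ribosomal list with an unmoderated test in place of limma (-0.02, adjusted p = 0.0221). Each of these used the preset correlation, and with an estimated correlation on the 8 arrays, without those settings, the 3 lists had adjusted p = 0.722, adjusted p = 0.963 and adjusted p = 0.963.

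Over all 18769 probe sets, limma found 0 at an adjusted p under 0.05 and 423 (2.25%) at an unadjusted p under 0.05, where chance gives 938. An unmoderated test with equal variances, which shares no variance between probe sets, also gave 0 at the adjusted threshold. The median absolute log2 difference was 0.10, and 95.1% of probe sets lay within 0.5 of 0. On simulated data with 4 arrays per group, limma at the same adjusted threshold found 56% of 2-fold and 79% of 4-fold changes. The simulated noise was independent between probe sets and between arrays. There 5.23% of unchanged probe sets had an unadjusted p under 0.05 (limma), against 2.25% of the real probe sets. The simulated shares may therefore overstate what could be found on the real arrays. With the arrays labelled het 2 and null 4 left out, chosen after seeing the data, 1 probe set passed, CG14937 on chromosome 2L (log2 difference 2.75, adjusted p = 0.0299, limma), and the lamina list (median -0.27, adjusted p = 0.00069), the DNA damage response (-0.15, adjusted p = 0.00803) and the cell cycle list (-0.16, adjusted p = 0.00233) shifted downward by camera at the preset correlation. Single arrays also moved these calls at that correlation: the lamina list passed without het 2 (median -0.24, adjusted p = 0.00294) or null 4 (-0.24, adjusted p = 0.0439), the cell cycle list without het 2 (-0.11, adjusted p = 0.0101) and the DNA damage response without null 4 (-0.13, adjusted p = 0.0125). With an estimated correlation on the 8 arrays, none left out, the lamina list had an adjusted p = 0.722, the cell cycle list 0.963 and the DNA damage response 0.973. The lamina list includes Ote, and het 2 had the lowest Ote signal of all 8 arrays. Leaving out het 2 therefore enlarges the fall of Ote by construction. How much of the shift of the lamina list rests on Ote was not tested.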

Surprisingly, Ote loss has minimal effects on transcription of protein-coding genes. 

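The largest differences past a 2-fold change and an unadjusted p under 0.05 were in genes that were higher in the arrays labelled null. Jon65Aii, a serine protease of the Jonah family, had a log2 signal of 5.11 ± 1.54 in het and 7.89 ± 1.02 in null (SD, n = 4 each), a log2 difference of 2.77 or 6.83-fold. Its relatives Jon25Biii and Jon44E were higher by 2.51 (standard error 0.73) and 1.95 (0.48) on the log2 scale. GstD2, a glutathione S-transferase, rose from 7.03 ± 0.44 in het to 8.90 ± 0.73 in null (SD, n = 4 each), 3.66-fold, and Obp57a, an odorant-binding protein, had a log2 difference of 2.75 (standard error 1.17). Among the lower genes past these thresholds without a covariate, CG15034 had the largest difference, -1.35 on the log2 scale (standard error 0.43) or 2.54-fold. The largest fall past them was 3.93-fold, in Cyp12d1-d, with the background as a block, and 5.21-fold with the replicate number as a block. The labels overlapped for Cyp12d1-d, with a log2 signal of 6.69 in het 1 and 8.91 in null 3.

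Other genes among the 12 with the largest rise were CG10472 (2.68), the acyl-CoA binding protein gene Acbp6 (2.39), CG11911 (2.15), the lipase gene mag (2.12), CG10477 (2.05), CG17633 (1.99) and the organic anion transporter gene Oatp33Eb (1.94), each given as a log2 difference. Below CG15034 in the other direction were a probe set with no gene name (-1.10) and CG8539 (-1.04). In total 28 probe sets passed these thresholds, 25 higher and 3 lower in null. The counts depended on single arrays, with 52 higher and 18 lower without het 1, 48 and 6 without het 2, 14 and 10 without het 3, 10 and 3 without het 4, 96 and 2 without null 1, 14 and 4 without null 2, 48 and 16 without null 3, and 57 and 16 without null 4. They stood for 22 higher and 2 lower named genes, 3 probe sets with no gene name and 1 that names several genes. Without the p threshold, 197 probe sets differed at least 2-fold, 162 of them higher in null.

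Taken alone in a fit of the 4 groups, P30 gave 46 probe sets past the same thresholds (40 higher, 6 lower) and P6 gave 49 (32 higher, 17 lower), with 2 in both. The effect of genotype differed between the backgrounds at an adjusted p under 0.05 for 0 probe sets (limma interaction), at an unadjusted p under 0.05 for 212. In CG11911 and GstD2 every array labelled null lay above every array labelled het (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Over all probe sets 341, or 1.82%, were parted in this way, where chance gives 2.86%. The array labelled het 1 was the highest het array in all 12 genes with the largest rise except Obp57a, and lay far from the other 3 by Dixon's criterion at the 95% level in 7 of them, Jon65Aii, CG10472, Jon25Biii, CG11911, mag, CG17633 and Oatp33Eb. With an unmoderated test in place of limma 15 of the 28 still passed, and of those named above Obp57a, CG10472, Acbp6, mag, the lower probe set with no gene name and CG8539 did not. With the replicate number as a block CG10472 and Acbp6 did not pass and 8 probe sets were lower, and with the background as a block Obp57a did not and 6 were lower. The total was 63 with array weights and 132 (108 higher, 24 lower) with both het 2 and null 4 left out, the last chosen after seeing the data. Of the 28, 11 were among those 132.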

We identified only 28 differentially expressed genes (5 downregulated and 23 upregulated) in *ote* null ovaries (Fig. 2f, Supplementary Fig. 1C). Gene ontology analyses revealed a modest enrichment for serine endopeptidases among the upregulated genes and unsupervised hierarchical clustering revealed no distinct *ote* mutant signature (Supplementary Fig. 1C, D). These data indicate that the maternal RNA pool is largely unaffected in *ote* mutants, with the exception of *ote* mRNA. 

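Most measured genes of digestion had a higher mean signal in the arrays labelled null than in those labelled het. Of 27 measured serine proteases of the midgut, the trypsin-like digestive enzymes, 25 were higher in null and 2 lower, with a median log2 difference of 0.82. Of these, 3 rose past the study's thresholds, Jon65Aii, Jon25Biii and Jon44E, and Ser8, another member, was higher by 0.88 (standard error 0.30), with every array labelled null above every array labelled het (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Of 25 other midgut genes, 21 were higher and 4 lower (median 0.56), and 1 passed, mag. CG8997 and CG10912 on this list had log2 differences of 2.40 (standard error 1.31) and 1.65 (1.12).

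Of 33 detoxification enzymes, 27 were higher and 6 lower (median 0.30), and 2 passed the study's thresholds, GstD2 and the cytochrome P450 gene Cyp9b2 at 1.27 (standard error 0.48). Cyp6a2 stood at 0.97 (standard error 0.42) and Cyp12d1-d, lower in null, at -1.98 (0.91). With the background or the replicate number as a block, Cyp12d1-d passed the study's thresholds. Of 13 antimicrobial peptides and recognition proteins, 11 were higher and 2 lower (median 0.32), among them PGRP-LB at 0.54 (standard error 0.26) and PGRP-SC2 at 1.22 (0.61), and none passed. Adjusted over the list alone, 1 gene of these 4 lists had an adjusted p under 0.05 by limma, GstD2, and over all probe sets 0 had.

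By camera at its preset correlation, the shift of each list had an adjusted p of 2.4e-08 for the midgut proteases, 0.00033 for the other midgut genes, 6.1e-06 for the detoxification enzymes and 0.00327 for the antimicrobial list. With an estimated correlation none of the 4 calls held, and each had an adjusted p = 0.589. The mean log2 signal of the midgut proteases was 6.10 ± 0.75 in het and 7.09 ± 1.03 in null (SD, n = 4 each; exact permutation test, two-sided, p = 0.143). The array labelled null 2 had the highest mean of both midgut lists, 8.48 and 7.78. Without it the call of the other midgut genes was lost (median 0.14, adjusted p = 0.284), as it was without null 3 (0.32, adjusted p = 0.107), and that of the antimicrobial list was lost without null 2 (0.15, adjusted p = 0.220) or het 3 (0.18, adjusted p = 0.142). With array weights both midgut calls were lost (medians 0.24 and 0.10, adjusted p = 0.167 and 0.595), as was the antimicrobial call (0.25, adjusted p = 0.111).

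The list of midgut serine proteases held 3 of the 22 higher genes and 27 of all 11982 measured genes (odds ratio 78.0, Fisher's exact test, one-sided, p = 1.5e-05), and genes are not independent replicates. This list stood in for gene ontology terms, which were not used. Higher genes with only a CG number were not classed by function, so the 3 need not be all serine proteases among them. With 1 array left out the odds ratio was 35.4 without het 2 or null 3, 40.5 without null 4, 64.2 without het 1, 73.0 without null 1, 135 without het 3, 149 without null 2 and 212 without het 4, and it passed the test each time. With array weights 0 of the higher genes were on the list, and with het 2 and null 4 left out, chosen after seeing the data, the odds ratio was 4.70 (Fisher's exact test, one-sided, p = 0.199).

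In hierarchical clustering of all probe sets (1 minus Pearson's r, average linkage), the first branch set the array labelled null 2 apart from the other 7. Correlations averaged 0.975 between arrays of the same label and 0.977 between arrays of different labels. The mean silhouette of the null and het labels was -0.06, and 26 of the 35 ways to split the arrays 4 against 4 gave one as high (exact permutation test, p = 0.743). Without null 1 it was 0.0097, which did not pass the test either. For the P30 and P6 backgrounds it was 0.10 (exact permutation test, p = 0.143).

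**Figure D2:**
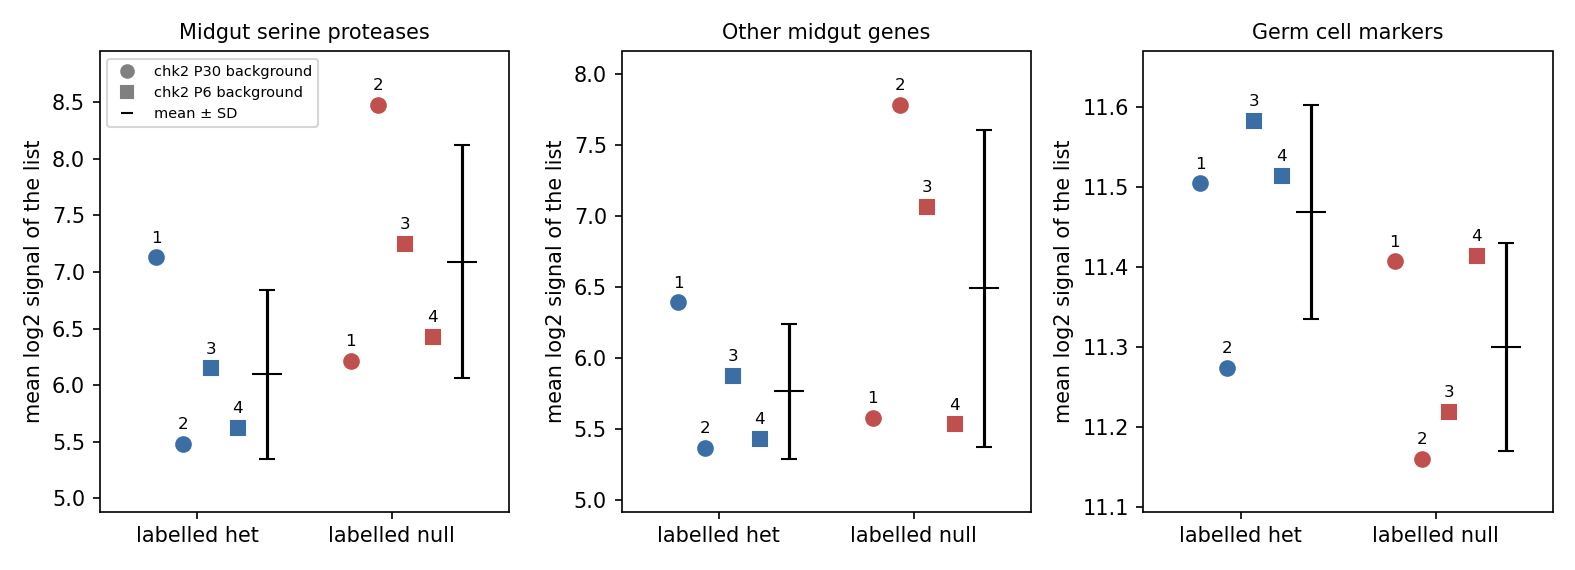
Mean log2 signal (y axes) of midgut serine proteases, other midgut genes and germ cell markers in each array, by deposited label (x axes). Numbers give the replicate, circles the P30 and squares the P6 background, and black bars the mean ± SD of 4 arrays. The array labelled null 2 is highest for both midgut lists (8.48 and 7.78) and lowest for the germ cell markers (11.16).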

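RNAs of genes of maternal patterning and egg activation showed small mean differences between the groups. For osk, which directs germ plasm assembly, the log2 signal was 13.54 ± 0.02 in het and 13.41 ± 0.09 in null (SD, n = 4 each), a log2 difference of -0.13 (standard error 0.08), with every array labelled null below every array labelled het (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). For stau, whose product localizes maternal RNAs, the difference was -0.47 (standard error 0.38), for png, a kinase gene needed at egg activation, 0.30 (0.26), and for tsl, a gene of terminal patterning, 0.29 (0.23). Of 33 genes of maternal patterning and egg activation, 16 were higher and 17 lower in null, with a median log2 difference of -0.0056, and none passed the test. The array labelled null 2 had a stau signal of 8.95, where the other null arrays had 10.2 to 10.4.

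Of 16 germ cell markers, 15 were lower and 1 higher in null (median -0.13), among them vas at -0.29 (standard error 0.32), orb at -0.33 (0.19), piwi at -0.26 (0.16) and tud at -0.43 (0.31). Of 32 genes of the piRNA pathway, 26 were lower and 6 higher (median -0.09), with qin at -0.31 (standard error 0.22). By camera at its preset correlation these downward shifts had an adjusted p of 0.00288 and 0.0143. With an estimated correlation neither held (adjusted p = 0.589 and adjusted p = 0.725). The call of the germ cell markers was also lost without null 3 (median -0.11, adjusted p = 0.108), and that of the piRNA pathway without het 4 (-0.07, adjusted p = 0.210), null 2 (-0.05, adjusted p = 0.123) or null 3 (-0.02, adjusted p = 0.604) and with array weights (-0.08, adjusted p = 0.0583). The 2 lists share members, and no member of either passed the study's thresholds or an adjusted p under 0.05, over all probe sets or adjusted over the list alone.

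Of 27 genes of germline stem cell maintenance and differentiation, 21 were lower and 6 higher (median -0.07, camera adjusted p = 0.079), with Smurf at -0.49 (standard error 0.27) and Ote, the mutated gene and a member of this list, at -0.80 (0.55). Of 17 meiotic genes, 12 were lower and 5 higher (median -0.02, adjusted p = 0.737), with c(3)G, of the synaptonemal complex, at -0.30 (standard error 0.45). The maternal patterning list had an adjusted p of 0.735 by camera. Of 17 genes of ovarian somatic cells, 13 were lower and 4 higher (median -0.11, adjusted p = 0.103), with cas at -0.78 (standard error 0.50). The yolk protein gene Yp1 had a log2 difference of 0.01 (standard error 0.23), and its list of 4 had 3 lower and 1 higher (median -0.02, adjusted p = 0.737). Of 19 eggshell genes, 13 were higher and 6 lower (median 0.39, adjusted p = 0.477). Their spread between arrays of a label was wide, with Cp7Fc at 8.33 ± 2.08 in het and 9.66 ± 2.49 in null and Vm26Ac at 8.36 ± 2.74 and 9.39 ± 1.99 (SD, n = 4 each). No member of these 6 lists passed an adjusted p under 0.05, over all probe sets or adjusted over the list alone.

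Some of these lists passed camera under other settings. The stem cell list did so on all 8 arrays with cyclic loess (median -0.07, adjusted p = 0.0399) and with a filter on dim probe sets (-0.07, adjusted p = 0.0231), and without het 1 (-0.10, adjusted p = 0.035), het 2 (-0.13, adjusted p = 0.00294) or null 1 (-0.06, adjusted p = 0.0452), the ovarian somatic list without het 1 (-0.11, adjusted p = 0.0218) or null 3 (-0.24, adjusted p = 0.00077), the maternal patterning list without het 2 (-0.17, adjusted p = 0.00835), and the eggshell list, upward, without het 3 (0.93, adjusted p = 0.0025) or null 1 (1.14, adjusted p = 0.0021). With both het 2 and null 4 left out, chosen after seeing the data, the maternal patterning list (median -0.22, adjusted p = 0.00069), the stem cell list (-0.22, adjusted p = 0.0168) and the eggshell list (-0.90, adjusted p = 0.00017) passed downward. The eggshell list also passed downward with array weights (-1.10, adjusted p = 0.0025). Leaving out het 2 enlarges the fall of Ote, a member of the stem cell list, by construction. All these calls used the preset correlation. With an estimated correlation on the 8 arrays, without those settings, the stem cell list had an adjusted p = 0.589, the ovarian somatic list 0.876, and the maternal patterning and eggshell lists 0.963 each, and the correlation within the eggshell list was estimated at 0.69.

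The Ote probe set itself did not pass the study's thresholds. The Ote log2 fold change was -1.33 without het 2, -1.39 with array weights and -1.53 with both het 2 and null 4 left out, and it passed under each. Within the backgrounds it was -0.73 in P30 and -0.86 in P6. In the paper's reading, the few differentially expressed genes and the clustering without a distinct mutant signature indicate that Ote loss leaves the maternal RNA pool largely as it was, apart from ote mRNA.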

Notably, early embryos possess a large pool of maternally deposited Otefin that was linked to nuclear envelope assembly^34^, suggesting that embryogenesis might fail due to the absence of Ote itself. Even so, oogenesis in *chk2, ote* mutant females proceeds with remarkably few detectable defects.

### Loss of ATR rescues oogenesis in *ote* mutants

To understand the extent of the DDR pathway involvement in *ote* mutants, we generated double mutants lacking Ote and DDR components, and examined effects on female fecundity and germarial phenotypes. We tested mutations in genes encoding both responder kinases, *ATM* (*tefu*), and *ATR* (*mei-41*), the second transducer kinase *Checkpoint kinase 1* (*Chk1*; *grapes*), and the downstream effector, *p53* (Fig. 3a, Supplementary Table 1). We reasoned that if a DDR component contributed to signaling in the GSC checkpoint, then germ cell phenotypes would improve in the *ote, ddr* double mutants relative to *ote* single mutants. First, we examined effects of loss of ATM. As complete loss of ATM is lethal in Drosophila, temperature sensitive ATM alleles were used. We found no rescue of egg laying or germarial phenotypes in ATM-defective *ote* mutants (Fig. 3b–d), suggesting that ATM is not a component of the GSC checkpoint. Second, we tested effects of loss of the second responder kinase, ATR. Interestingly, oogenesis was rescued in the *atr*^*−/−*^*; ote*^*−/−*^ females, with egg laying sustained throughout the 12-day measurement period (Fig. 3b, c). Germarial phenotypes in *atr*^*−/−*^*; ote*^*−/−*^ ovaries were completely rescued, with all germaria carrying GSCs, cystoblasts and differentiating germ cells (Fig. 3d). These data indicate that ATR is the responder kinase of the checkpoint resulting from Ote loss. Third, we evaluated effects of loss of the second transducer kinase, Chk1. Whereas no rescue of fecundity was found in *chk1*^*−/−*^*, ote*^*−/−*^ females (Fig. 3b), a modest improvement was observed in germline differentiation (Fig. 3d). These data suggest that Chk1 has a minor role. Finally, we tested effects of loss of the DDR effector p53. We found no rescue of fecundity or germarial phenotypes, including no improvement of GSC survival (Fig. 3b–d). These data are consistent with the absence of staining with standard apoptosis markers in *ote*^*−/−*^ germaria^12,15^, and support previous studies showing that GSC death is distinct from classic apoptotic cell death^35^. Together, our data suggest that a checkpoint is activated in GSCs in the absence of Ote, wherein ATR is the critical responder kinase and Chk2 is the critical transducer kinase.

**Fig. 3:**
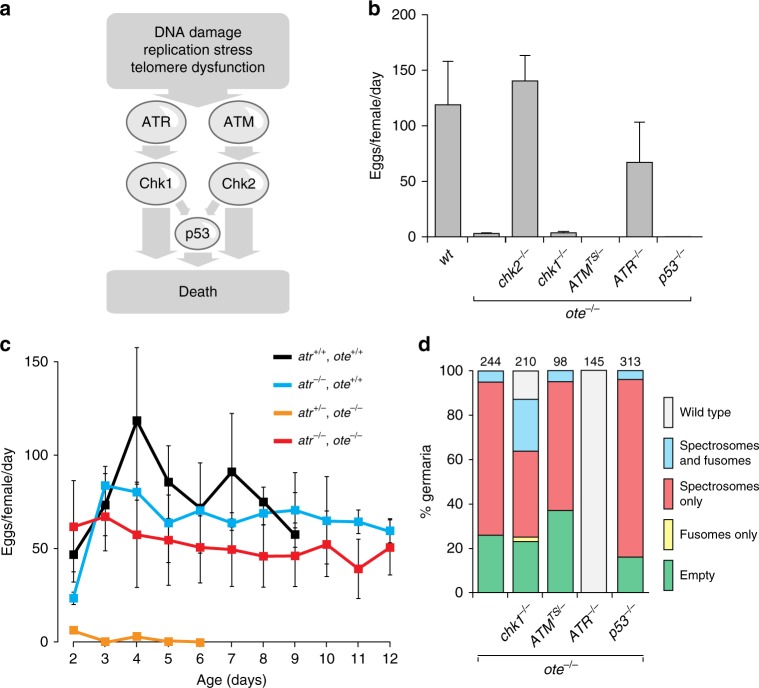
Select DDR components contribute to the checkpoint pathway in *ote* mutants. **a** Schematic representation of signaling through the DNA damage response (DDR) pathway. Common triggers that activate the ATM and ATR responder kinases are shown. The responder kinases canonically activate the Chk2 and Chk1 transducer kinases, which signal to p53 and cause cell death. **b** Quantification of peak fecundity (eggs per female per day) of *ddr, ote* double-mutant females crossed to *ote*^*+/+*^ males. Genotypes are noted below each bar, with *ote*^*−/−*^ corresponding to *ote*^*B279G/PK*^. Error bars represent the standard deviation from a minimum of two independent experiments, each using 7–15 females. **c** Fecundity (eggs per female per day) of *ddr, ote* double-mutant females of indicated genotypes, crossed to wild-type males, with *ote*^*−/−*^ corresponding to *ote*^*B279G/PK*^. Genotypes are noted above the graph. Error bars indicate the standard deviation from a minimum of three independent experiments with 7–15 females each. Wild-type data from Fig. 2c. were included in the graph as a reference. **d**. Quantification of germarial phenotypic classes (noted to the right) in 2-day-old *ddr, ote* double-mutant females, with *ote*^*−/−*^ corresponding to *ote*^*B279G/PK*^. Number of germaria assessed from at least ten females is noted above each bar

### The GSC checkpoint is activated by a non-canonical trigger

DNA double-strand breaks activate the DDR pathway in GSCs^30^. To test the role of DNA damage in Chk2-dependent GSC loss, we stained *ote*^*+/+*^ and *ote*^*−/−*^ ovaries with antibodies against γ-H2Av (the homolog of mammalian γ-H2AX), a commonly used marker of DNA damage^30,36,37^. In wild type germaria, γ-H2Av accumulates in the nuclei of all meiotic germ cells but is infrequently detected in GSCs^30,31^. However, upon DNA damage, GSCs rapidly respond, such that nearly all (~95%) stain with γ-H2Av antibodies within 1 hour of induction of double-strand breaks (DSBs), persisting for several days^30^. Consistent with these studies, we found that γ-H2Av accumulated in all meiotic germ cells and confirmed a low frequency in wild-type GSCs (7.8%; Fig. 4a). In *ote*^*−/−*^ GSCs, over half (54.3%) had γ-H2Av signal, indicating that these GSCs have increased levels of DNA damage.

**Fig. 4:**
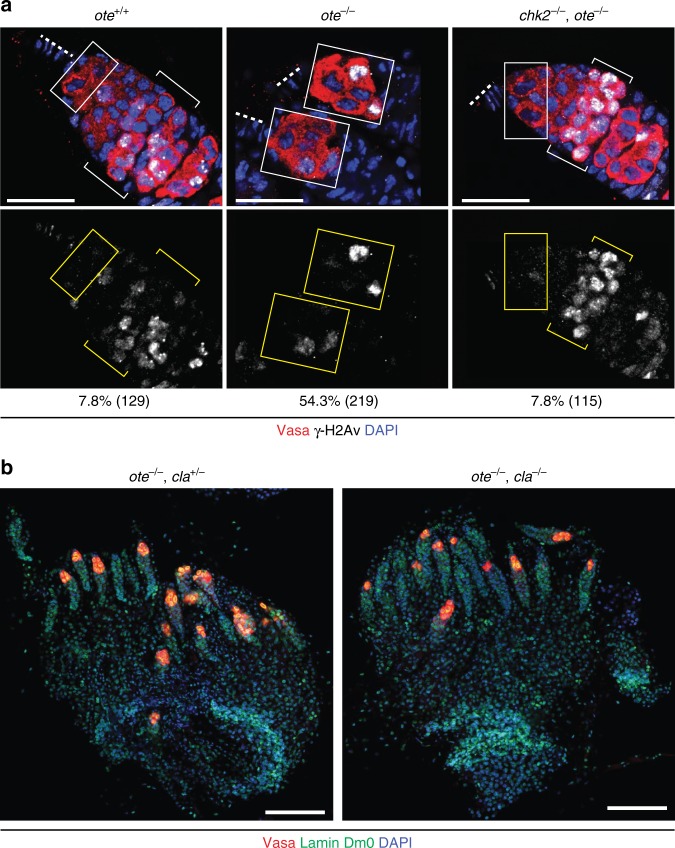
DNA damage in *ote*^*−/−*^ GSCs is downstream of Chk2. **a** Confocal images of germaria stained with antibodies against Vasa (red), DNA damage marker γ-H2Av (grayscale) and with DAPI (blue). Genotypes are noted above each image, wherein *ote*^*−/−*^ corresponds to *ote*^*B279G/PK*^ and *chk2*^*−/−*^ corresponding to *chk2*^*P6/P30*^. Bottom: Image of the signal in the γ-H2Av channel. Boxes and brackets indicate GSCs and meiotic germ cells, respectively. Dashed line indicates the position of GSC niche. The percentage of γ-H2Av-positive GSCs is noted at the bottom of the γ-H2Av image, with the number of GSCs analyzed in parenthesis. All scale bars represent 20 µm. **b** Confocal images of whole mount ovaries dissected from *ote* mutants with heterozygous or homozygous loss of Claspin (Cla). Ovaries were stained for Vasa (red), Lamin Dm0 (green), and DNA (DAPI, blue), revealing the absence of suppression of *ote* mutant phenotypes. Genotypes are indicated at the top of each image, with *ote*^*−/−*^ corresponding to *ote*^*B279G/PK*^; scale bars represent 100 µm

We conducted genetic epistasis studies to test the role of DNA damage in checkpoint activation. Phosphorylation of H2AX occurs upstream of Chk2 activity and depends upon the ATM/ATR kinases^38^. Thus, we reasoned that if DNA damage triggered the DDR pathway, then *chk2*^*−/−*^*, ote*^*−/−*^ GSCs would maintain elevated frequencies of γ-H2Av accumulation similar to those found in *ote*^*−/−*^ GSCs. Contrary to this prediction, we found that the frequency of γ-H2Av staining in *chk2*^*−/−*^*, ote*^*−/−*^ GSCs reverted to wild-type (7.8%), even though all *chk2*^*−/−*^*, ote*^*−/−*^ germaria were γ-H2Av-positive in the meiotic zone (Fig. 4a). We note that this response differs from one elicited by DNA damage, wherein *chk2*^*−/−*^ GSCs retain elevated frequencies of γ-H2Av signal^31^. These surprising results were reproduced using a second, independently generated γ-H2Av antibody (Supplementary Fig. 2A). Our data indicate that increased levels of γ-H2Av in *ote*^*−/−*^ GSCs are downstream of Chk2, suggesting that DNA damage is not the checkpoint trigger.

In complementary analyses, we investigated whether loss of Ote compromised DNA repair. Unrepaired meiotic DSBs cause retention of γ-H2Av staining within the oocyte nucleus of developing egg chambers [*spnB* mutants in Supplementary Fig. 2B)^39^. We examined γ-H2Av staining in *chk2*^*−/−*^*, ote*^*−/−*^ oocyte nuclei of similarly aged egg chambers, finding that the γ-H2Av signal was lost (Supplementary Fig. 2B). These studies show that loss of Ote does not affect meiotic DSB repair.

Replication stress activates ATR and Chk2 in the Drosophila germline^40^. Notably, mutations in lamin disrupt the distribution of replication factories and induce replication fork arrest, causing replication stress^28,41^. Motivated from the deformed NL in *ote*^*−/−*^ GSCs (Fig. 1b), we tested whether loss of Ote induces replication stress. To this end, we assessed the role of Claspin, a conserved component of DNA replication stress pathways^42,43^. In Drosophila, Claspin-mediated signaling occurs in response to incomplete DNA replication, but not DNA DSBs^43^. Furthermore, replication stress in the ovary produces atrophied ovaries, defects that are suppressed by loss of Claspin^40^. Using previously tested alleles^40^ (Supplementary Table 1), we generated *ote*^*−/−*^*; claspin*^*–/+*^ and *ote*^*−/−*^*; claspin*^*−/−*^ females and assessed ovarian phenotypes. Unlike the dramatic rescue observed with ATR and Chk2 loss, the *ote, claspin* double-mutant ovaries remained rudimentary, with nearly 40% of germaria devoid of germ cells (Fig. 4b). Whereas GSC loss resulting from replication stress is partially dependent on p53^40^, GSC loss in *ote*^*−/−*^ mutants is p53-independent (Fig. 3b, d). Based on these data, we conclude that replication stress is not responsible for induction of ATR/Chk2-dependent GSC loss in *ote* mutants.

We next explored other possible mechanisms known to activate ATR/Chk2. Germline activation of these kinases has been linked to transposon de-repression and mobilization^44–46^. The presence of transposon-mapped probes within our microarrays provided an opportunity to investigate effects of Ote loss on transcription of transposons. Of the 73 transposons annotated on the array, only two demonstrated modest differences in *chk2, ote* double-mutant ovaries, corresponding to *gypsy* (3.4-fold downregulation) and *springer* (2.1-fold upregulation). As with the protein-coding genes, unsupervised hierarchical clustering did not reveal an *ote* mutant signature in transposon expression (Fig. 5a), implying that transposons remain stable and do not activate the checkpoint in *ote*^*−/−*^ ovaries. To complement these analyses, we directly examined the expression and function of several piRNA-regulated transposons (^47,48^; Fig. 5b). These included the specialized retrotransposons that maintain Drosophila telomeres (*HeT-A* and *TART*) because telomere damage activates Chk2^49^ and increased transcription of telomeric transposons is a hallmark of telomere dysfunction^50^. We completed quantitative reverse transcriptase PCR (RT-PCR), using two wild-type and two *ote* mutant backgrounds, with animals of three of these genetic backgrounds generated from a cross with the same *ote*^*B279G*^ stock. In this way, differences in transposon position and numbers were minimized. We reasoned that if loss of Ote caused transposon mis-regulation, then both *ote* mutant backgrounds should show consistent changes in gene expression. Our studies revealed largely unchanged levels of retrotransposon and telomeric RNAs in *ote* mutants relative to controls, with no transposon showing significant changes in both mutant backgrounds (Fig. 5b). Further, we examined telomere organization directly. Drosophila telomeres are capped with the Terminin complex, composed of HP1a, HipHop, and HOAP^51^. GSCs have 7–14 Terminin foci, depending on the stage of the cell cycle^24,52^. Using HipHop and HOAP antibodies, we observed no significant difference between *ote*^*–/+*^ and *ote*^*−/−*^ profiles (Fig. 5c). Taken together, these data argue that *ote* mutants retain transposon stability and telomere function, implying these factors do not induce Chk2 activity in *ote* mutant GSCs.

**Fig. 5:**
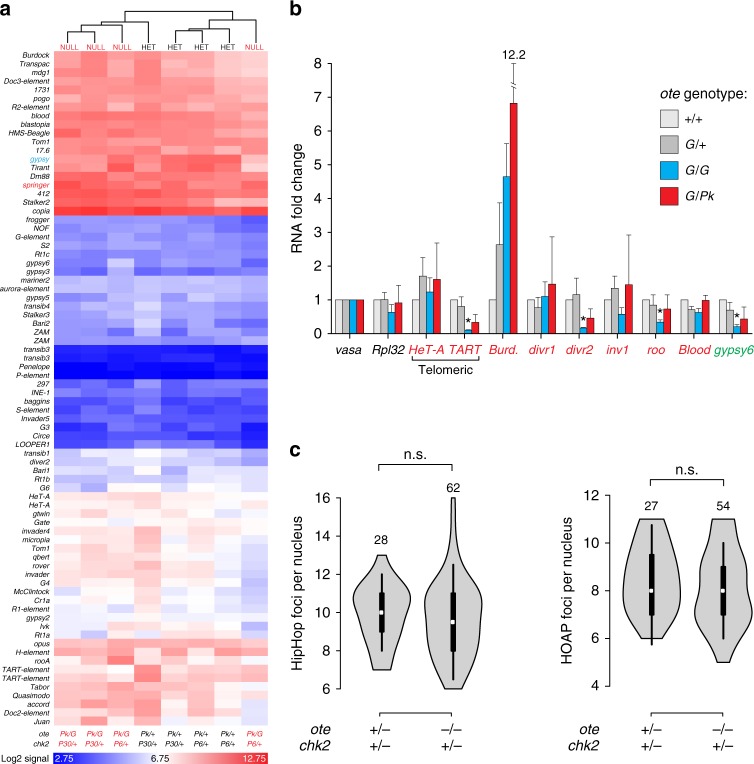
Transposon transcription and telomere capping are unchanged in *ote* mutants. **a** Heat map of the log2 signal intensities of RNAs corresponding to *D. melanogaster* transposons (indicated to the left); unsupervised clustering reveals no segregation by genotype. The genotypes are shown below. **b** Quantitative RT-PCR analysis of transposon RNAs in the ovary. For Ote-containing genotypes (light and dark gray), ovaries were dissected from less than two-hour old females, and for *ote* null genotypes (blue and red), ovaries were dissected from 3-day-old females. Transposons analyzed are noted below (red indicates germline transposons and green indicates somatic transposons). RNAs were normalized to *vasa* and fold change is shown relative to *ote*^*+/+*^. Error bars indicate standard deviation from three biological replicates (*p < 0.05, Student’s *t*-test comparing RNAs from *ote* mutant ovaries to RNAs from *ote*^*B279G/+*^ ovaries). **c** Violin plots of the number of HipHop foci (left) or HOAP foci (right) per GSC nucleus in 1-day-old females. Numbers of GSCs analyzed are noted above each plot. Significance was assessed by Student’s *t*-test; n.s., not significant

### NL defects persist in *chk2, ote* mutant GSCs

Altered chromatin and chromosome structures can promote DNA damage-independent DDR signaling^53–55^. These observations prompted our investigation of whether heterochromatin coalescence represents the trigger of Chk2-dependent GSC loss in *ote* mutants. Although tools for overexpression of HP1a in the male germline exist^56^, these did not establish overexpression of HP1a in the female germline. Instead, we used a complementary approach to promote heterochromatin aggregation. Overexpression of the multi-AT hook satellite DNA binding protein D1 induces ectopic chromosome associations^57^, suggesting that elevated levels of D1 in GSCs might promote centromeric heterochromatin interactions and coalescence. To this end, we overexpressed D1 using a *nos-gal4:VP16* driver to direct expression of the *D1*^*EP473*^ responder allele (Supplementary Fig. 3A), an allele that carries a GAL4-dependent *P{EP}* element in the 5′ UTR of the *D1* gene^57^. Strikingly, *nos-gal4:VP16*, *D1*^*EP473*^ GSCs had elevated D1 levels and  HP1a aggregation, similar to levels found in *ote*^*-/-*^ GSCs (Fig. 6a, b, Supplementary  Fig. 3A). Even so, the NL structure was unaffected, as shown by Ote staining (Fig. 6a). Despite increased HP1a coalescence, GSCs survive, γH2Av levels are low (6.3%) and oogenesis is normal (Fig. 6a, Supplementary Fig. 3B). These observations indicate that HP1a coalescence alone does not cause Chk2-dependent germ cell death. Although D1 and Ote loss might affect HP1a chromatin structure in different ways, mechanistically distinct perturbations of chromatin structure elicit DDR responses^53–55^ suggesting that, in GSCs, chromatin-based mechanisms of DDR signaling are not responsible for checkpoint activation.

**Fig. 6:**
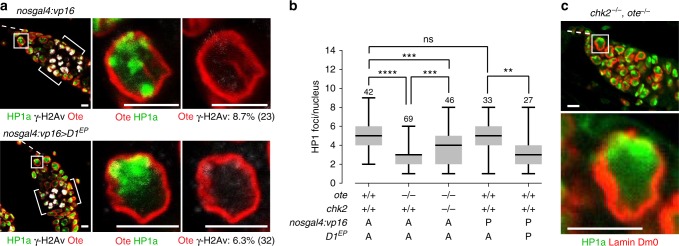
HP1a coalescence does not lead to increased γH2Av staining or GSC loss. **a** Confocal images of germaria and GSC nuclei in females carrying either the *nosgal4:vp16* driver alone (top) or the *nosgal4:vp16* and the *D1*^*EP473*^ allele (bottom). Ovaries were stained with antibodies against HP1a (green), γ-H2Av (white), and Ote (red). The percentage of γ-H2Av-positive GSCs is noted at the bottom of the GSC image, with the number of GSCs analyzed in parenthesis. Scale bars represent 5 μm. **b** Box plots of the quantification of HP1a foci per GSC nucleus found in GSCs of the indicated genotype. Genotypes are noted below each box plot, and the number of nuclei analyzed is noted above each top whisker. An A indicates absence of the *nosgal4:vp16* driver or the *D1*^*EP*^ allele, and P indicates their presence. For each box plot, the box represents the 25th to 75th percentile interval, the line represents the median and the whiskers represent the 5th to 95th percentile interval and non-outlier range. Asterisks indicate significance (one-way ANOVA, ns = not significant, **<0.01, ***<0.001, ****<0.0001). **c** Confocal images of a GSC nucleus from 1-day-old *chk2*^*−/−*^*, ote*^*−/−*^ females stained for Lamin Dm0 (red) and HP1a (green), revealing that nuclear structural defects are upstream of Chk2. Genotypes are listed above each image. The *chk2*^*−/−*^ corresponds to *chk2*^*P6*^*/chk2*^*P30*^ and *ote*^*−/−*^ corresponds to *ote*^*B279G/PK*^. The box outlines GSCs. Scale bars represent 5 μm

We investigated whether nuclear defects remain in *ote*^*−/−*^*, chk2*^*−/−*^ ovaries (Fig. 6c). Quantification of HP1a foci revealed an intermediate phenotype in *ote*^*−/−*^*, chk2*^*−/−*^ GSCs (Fig. 6b). These data suggest that Chk2 is upstream of HP1a coalescence and might contribute to heterochromatin clustering. In contrast, NL deformities remain in *ote*^*−/−*^*, chk2*^*−/−*^ GSCs (Fig. 6c), implying that these defects are upstream of Chk2. Taken together, our collective epistasis studies suggest that alteration of NL structure is the primary event that leads to checkpoint activation in *ote* mutants.

### Chk2 rescue reveals cell-type specificity of NL checkpoint

Requirements for Ote extend beyond the female germline. Males lacking Ote also display age-dependent GSC loss and sterility^16^. In the testis, spermatogenesis initiates within a single stem cell niche, called the hub, that supports two stem cell populations, germline stem cells (GSCs) and cyst stem cells (CySCs). Both stem cell populations undergo asymmetric division to produce differentiating daughters that move away from the hub, forming a unit of two post-mitotic somatic cyst cells and one germ cell. Subsequent mitotic and meiotic germ cell divisions produce a unit comprised of 64 spermatids that proceed to differentiate into sperm. To determine whether male germline defects are caused by checkpoint activation, two assays were completed. First, testes phenotypes were defined. As reported previously^16^, 6-day-old wild-type testes had Vasa-positive germ cells at all stages of spermatogenesis, whereas 6-day-old *ote*^*−/−*^ testes showed GSC loss and blocked differentiation (Fig. 7a). In the aged *chk2*^*−/−*^*, ote*^*−/−*^ testes, we found that GSCs were retained and germ cells differentiated (Fig. 7a), indicating rescued gametogenesis. Second, male fertility was assessed using a sperm depletion assay^16^. Whereas only ~30% of 2-week-old *ote*^*−/−*^ males remained fertile, 2-week-old *chk2, ote* double-mutant males showed dose-dependent improvement of fertility, with *chk2*^*−/−*^*, ote*^*−/−*^ males reaching wild-type levels (Fig. 7b). These data reveal a Chk2-dependent GSC loss and sterility in *ote*^*−/−*^ males. Strikingly, *ote*^*−/−*^ male GSCs have an irregular and thickened NL (Supplementary Fig. 4), consistent with NL dysfunction as a primary event in checkpoint activation.

**Fig. 7:**
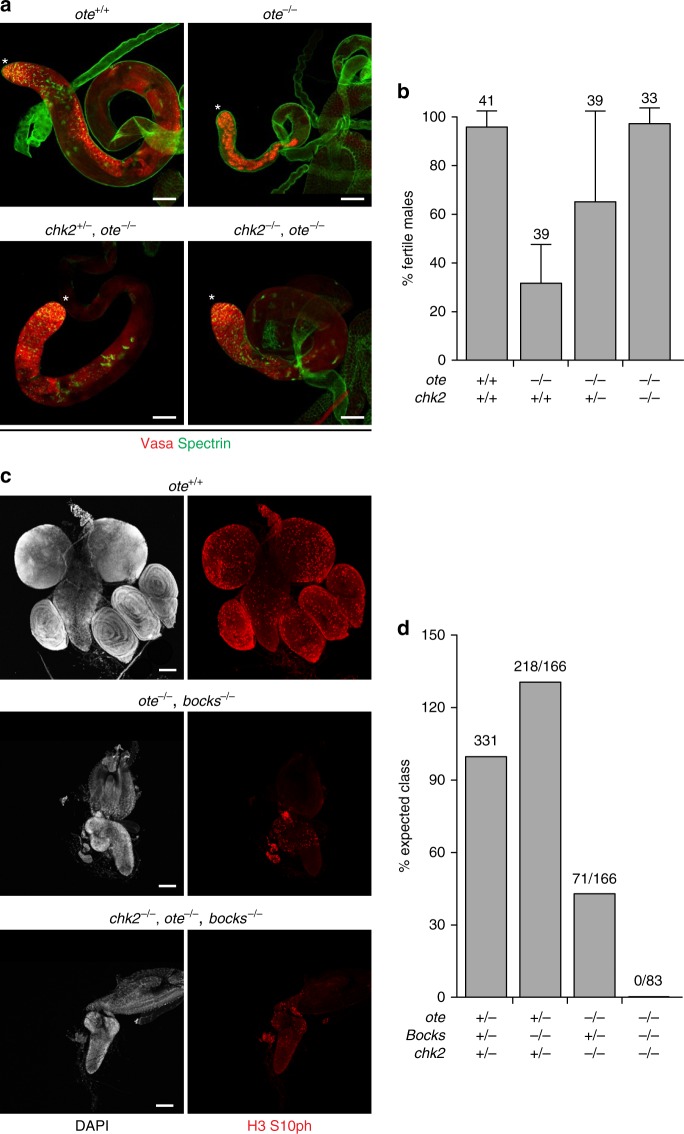
Checkpoint inhibition rescues male GSC, but not somatic defects in *ote* mutants. **a** Confocal images of testes from 6-day-old males stained for Vasa (red) and Spectrin (green). Genotypes are noted above the images. The GSC niche is denoted by an asterisk. **b** Percentage of fertile 12–15-day-old males mated to *ote*^*+/+*^ virgin females. Males were determined to be fertile if greater than 5 offspring were produced over a 3-day mating period as described in ref. ^16^. Genotypes are noted below, and the number of males analyzed is noted above each data set. Error bars indicate the standard deviation from a minimum of three independent experiments. **c** Confocal images of the central nervous system and surrounding imaginal discs dissected from wandering third instar larvae stained for DAPI (gray) and antibodies against phosphorylated serine 10 of Histone H3 (H3 S10ph; red). Genotypes are noted above each image. All scale bars are 100 µm. **d** Percent expected class from the following cross: *y*^*1*^*,w*^*67c23*^*; chk2*^*P6*^*,ote*^*PK*^*/CyO; bocks*^*Δ66*^*/Tm6b,Tb*^*1*^ crossed to *y*^*1*^*,w*^*67c23*^*; chk2*^*P30*^*,ote*^*B279G*^*/CyO; bocks*^*Δ10*^*/Tm6b,Tb*^*1*^. The genotype of the progeny is noted below and the number of progeny eclosed over the expected number is noted above

Ote is required for the development of somatic tissues. This requirement was uncovered in genetic studies testing overlapping functions of NL LEM-D proteins^13^. Indeed, *ote*^*−/−*^*; bocks*^*−/−*^ double mutants die during larval development, carrying rudimentary organs and imaginal discs, with few mitotic cells (Fig. 7c). To determine whether lethality in the *ote, bocks* double mutants is Chk2-dependent, we assessed effects of its loss. To this end, we generated *chk2*^*−/−*^*, ote*^*−/−*^*; bocks*^*−/−*^ triple mutant animals. Based on the number of heterozygous sibling offspring (331) recovered from a cross of trans-heterozygous parents, 83 triple mutant adult offspring were expected if lethality were fully rescued. In contrast to this prediction, no *chk2*^*−/−*^*, ote*^*−/−*^*; bocks*^*−/−*^ adults were found (Fig. 7d). In addition, *chk2*^*−/−*^*, ote*^*−/−*^*; bocks*^*−/−*^ triple mutant larvae carried rudimentary brains and imaginal discs with reduced levels of mitotic nuclei, revealed with antibodies against phosphorylated serine 10 of Histone H3 (H3 S10ph; Fig. 7c). Indeed, *chk2*^*−/−*^*, ote*^*−/−*^*; bocks*^*−/−*^ triple mutant phenotypes were indistinguishable from *ote*^*−/−*^*; bocks*^*−/−*^ double mutants. These data show that Chk2 loss is not sufficient to rescue the somatic requirements of Ote and Bocks, demonstrating GSC-specific rescue.

## Discussion

The Drosophila emerin homolog Ote has an essential requirement for GSC survival and germ cell differentiation^12,16^. Here, we show that Ote loss causes GSC-specific nuclear defects that include a thickened and irregular NL and aggregation of heterochromatin (Fig. 1). Strikingly, inactivation of two DDR kinases, ATR, and Chk2, rescues oogenesis in *ote*^*−/−*^ females (Figs. 2, 3), a rescue that is cell-type specific (Fig. 7). Genetic and cytological features of the checkpoint pathway present in *ote* mutant GSCs differ from those found in canonical DDR pathways (Figs. 3, 4, 5;^58^). In addition, although heterochromatin coalesce is present, such defects by themselves do not trigger the checkpoint (Fig. 6, S3). Instead, our data correlate Chk2 activity with defects in NL structure (Fig.1, S4), indicating that NL dysfunction is responsible for the activation of a checkpoint pathway in GSCs (Fig. 8). Despite remarkably normal oogenesis, rescued oocytes do not support embryogenesis (Fig. 2e). We suggest this NL checkpoint pathway functions in GSCs to ensure that only healthy gametes are passed on to the next generation.

**Fig. 8:**
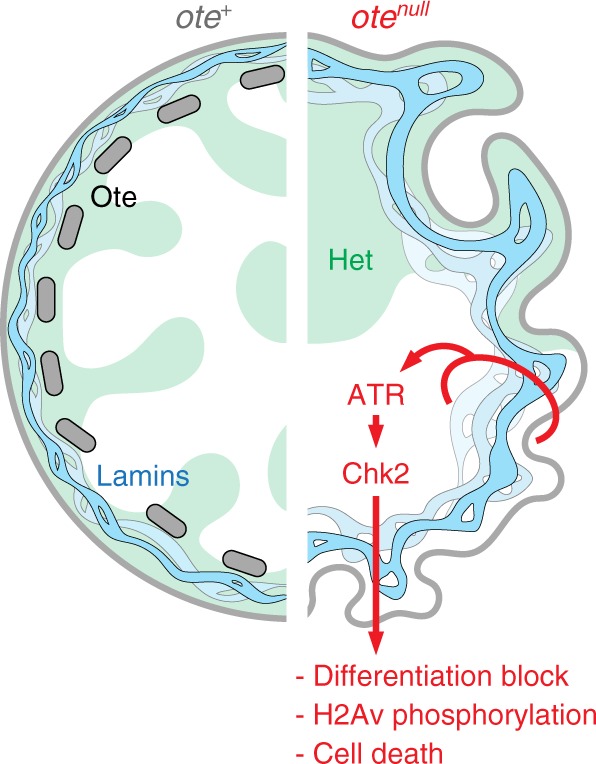
Loss of Otefin activates a NL checkpoint in GSCs. In *ote*^*+/+*^ GSCs (left side), Ote (gray bars) resides within the NL, stabilizing NL structure (blue ribbon) and heterochromatin (green shading) contacts. In *ote*^*−/−*^ GSCs (right side), the NL becomes thick and deformed, causing NL dysfunction that activates a checkpoint pathway. This pathway uses the ATR and Chk2 kinases, leading to blocked differentiation, H2Av phosphorylation, and, ultimately, death of GSCs. As loss of ATR/Chk2 in *ote* mutants rescues oogenesis, but not embryogenesis, we suggest this NL checkpoint pathway functions to ensure that healthy gametes are passed on to the next generation

Our studies identify ATR as the critical responder kinase and Chk2 as the critical transducer kinase in the NL checkpoint (Figs. 2, 3, and 6). This signaling axis differs from the canonical ATM-to-Chk2 or ATR-to-Chk1 axes^58^. Several factors might contribute to the choice of responder and transducer kinase. First, species-specific constraints might exist. ATR, but not ATM is essential in mammals, whereas ATM, but not ATR, is essential in Drosophila^59,60^. Second, cell-type specific distinctions are apparent. In both the fly and mouse germline, persistent meiotic double-strand breaks activate ATR and Chk2^45,61^, implying that the ATR–Chk2 axis might be dominant in germ cells. Third, the nature of the trigger might influence which proteins are involved in signaling. For example in Drosophila, ATR and Chk2 are both required for the patterning defects caused by a failure to repair meiotic double-strand breaks^62^. However, in DNA-damaged GSCs, ATR protects against GSC death, whereas Chk2 promotes it^30^. Our data suggest that in the case of the NL checkpoint, both ATR and Chk2 promote germ cell death. These studies add to growing evidence that the DDR pathway is modular, with selective use of pathway components in response to various cellular stresses^58^.

Activated Chk2 is commonly associated with phosphorylation and activation of p53^63^. Canonically, p53 activation leads to cell cycle arrest and apoptosis^64^. Our studies demonstrate that GSC loss persists in *ote*^*−/−*^*; p53*^*−/−*^ females (Fig. 3b, d), suggesting that classical apoptosis is not responsible for GSC death. These findings are consistent with the absence of classic markers of apoptosis in *ote* mutants^15^ and observations that the p53 regulatory network differs in GSCs^65^. Recently, an alternative cell death pathway was identified in spermatogonia of Drosophila testes^66^. This pathway is responsible for spontaneous elimination of spermatogonia, using activated lysosomal and mitochondrial-associated factors. Additional studies are needed to determine whether ATR/Chk2-dependent GSC loss in *ote* mutants targets a similar pathway.

Our data suggest that NL dysfunction is the primary cause of the ATR/Chk2 checkpoint in GSCs. Notably, NL defects are found only in affected cells and persist in rescued *chk2*^*−/−*^*, ote*^*−/−*^ double mutants (Figs. 1 and 6; Supplementary Fig. 4). Multiple mechanisms might connect nuclear architecture changes to ATR/Chk2 activation. First, altered NL structure might change genomic contacts needed for appropriate transcriptional regulation, with resulting gene expression changes prompting activation of the checkpoint. While we did not observe global transcriptional changes during oogenesis (Fig. 2f), identification of transcriptional changes specific to GSCs or early germ cells would have been masked in our studies. Second, disruptions in the NL might affect trafficking of products between the nucleus and cytoplasm. Notably, a recent study identified large ribonucleoparticles (megaRNPs) that exit the nucleus by egress or budding through the inner and outer nuclear membranes^67^, a process disrupted by defects in the NL^68^. As such, it remains possible that the thickened NL in *ote*^*−/−*^ GSCs disrupts megaRNP egress, leading to cellular stress and ATR/Chk2 activation. Third, defects in the NL structure might alter scaffolding of components of the DDR pathway, leading to checkpoint activation. Indeed, proteomic studies from Drosophila cultured somatic cells found that Ote interacted with proteins involved in DNA replication and repair^69^, implying that Ote might assemble responder and transducer kinases complexes at the NL. However, observations that the ATR/Chk2-dependent checkpoint is GSC-specific (Fig. 7c, d), coupled with findings that meiotic double-strand breaks are repaired appropriately in *chk2*^*−/−*^*, ote*^*−/−*^ germaria (Supplementary Fig. 2B), argue against this model. Fourth, structural alteration in the nuclear envelope itself might trigger ATR/Chk2 activation^70^. Indeed, emerging evidence implicates ATR as a general sensor of the structural integrity of cellular components^71^. Further studies are needed to identify how NL dysfunction triggers the GSC-specific checkpoint.

Mutations in NL LEM-D proteins cause dystrophic diseases. Much evidence suggests that these diseases result from compromised stem cell populations that underlie the defects in tissue homeostasis^72–75^. Indeed, a wealth of evidence links NL defects to increased DNA damage^20,22,41,76,77^. Our data are consistent with these reports, as we show that elevated accumulation of the commonly used DNA damage marker. However, we find that phosphorylation of the H2A variant occurs downstream of Chk2, suggesting that accumulation of DNA damage in cells with a dysfunctional NL might be a consequence of cells dying, not the primary cause. These unexpected results suggest that caution is needed in linking causation of γH2Av/H2X accumulation to DNA damage and a failure in DNA repair. Indeed, recent studies of progerin-expressing cells indicated that the cellular defect in Hutchinson–Gilford progeria cells does not lie in defective DNA repair and DNA damage, even though these cells accumulate phosphorylated H2AX^78^. Our findings establish a new context for consideration of mechanisms of laminopathic diseases, suggesting that detrimental effects of NL dysfunction are primary events that are linked to checkpoint activation and stem cell loss.

## Methods

### Animal culture conditions

Drosophila crosses were incubated at 25 °C at 70% humidity on standard cornmeal/agar medium with p-hydroxybenzoic acid methyl ester as a mold inhibitor. For fecundity assays, animals were supplied dry active yeast pellets. The wild-type reference strain was *y*^*1*^*, w*^*67c23*^. In all cases, *ote* mutant animals were *y*^*1*^*, w*^*67c23*^*; ote*^*B279G/PK*^, wherein both alleles fail to generate Ote protein^12^. The *ote*^*B279G*^ allele carries an insertion of a Piggybac transposon at +764 and *ote*^*PK*^ carries a premature stop at codon 127^12^. Other alleles used are listed in Supplementary Table 1, and genotyping primers are listed in Supplementary Table 3. In all cases, mutant animals carried heteroallelic combinations of alleles to avoid complications associated with homozygous chromosomes that carry second site mutations.

### Immunohistochemical analyses

Adult Drosophila ovaries were dissected and stained as described in ref. ^79^. Wandering third instar larval tissues were processed similarly to adult ovaries with one additional permeabilization step with 0.1% TritonX-100 in 1X PBS for 1 h at room temperature immediately following fixation. Primary antibodies were diluted in 5% BSA, 0.3% TritonX-100 in PBS and are listed in Supplementary Table 2. Alexa Fluor-conjugated secondary antibodies were used at a 1:500 dilution. All images were collected on a Zeiss LSM 710 Confocal Microscope, cropped and rotated using ImageJ software, size matched with Adobe Photoshop and assembled with Adobe Illustrator. The number of HP1a foci was quantified manually using ImageJ. Unless otherwise noted, all images are a single slice of a confocal stack.

### Analyses of ovarian phenotypes

Germarial phenotypes were quantified in 2-day-old females as described in^12^. We analyzed four to five germaria from one ovary, at least five different pairs of ovaries for each biological replicate, and at least two to three biological replicates. For female fecundity assays, 7 to 15 1-day-old females and 4 to 8 males were placed in egg collection bottles with orange juice and agar egg collection plates (90% orange juice, 0.9% agar, 1% ethyl acetate) with wet yeast. Egg collection plates were changed every 24 h. Fecundity is reported as eggs laid per female per day. If a female died during the assay, it was assumed to die minutes before changing of the egg collection plate such that the number of females in the bottle changed in the subsequent 24-h collection period. Egg collection plates were incubated at 25 °C for an additional 30 to 40 h to quantify the number of hatched progeny.

### RNA analyses

For qRT-PCR analyses, biological replicates of 25 ovary pairs were dissected in PBS on ice and stored at −80 °C. To normalize for the difference in ovary size, ovaries were dissected from <2-h-old Ote-containing and 3-day-old *ote* mutant females. RNA was isolated with TRIzol (Invitrogen) and treated with DNaseI using DNA-free kit (Ambion). cDNA was generated using the High Capacity cDNA kit with random hexamer primers (Applied Biosystems) and diluted fivefold prior to setting up qPCR reactions. Primers used in this study are listed in Supplementary Table 4. Cycle threshold levels were normalized to housekeeping gene *RpL32,* or the germline-restricted gene *vasa,* and fold enrichment was calculated using the ΔΔCt method^80^. Statistical significance was tested by comparing fold change of *ote* mutant samples to those of *ote*^*−/+*^ samples.

For microarray analyses, two biological replicates of 100 ovary pairs per genotype were dissected in PBS and stored at −80 °C. Four genotypes were studied, including two *chk2*^*+/−*^*, ote*^*−/−*^ (null) backgrounds [*chk2*^*P30*^*, ote*^*B279G*^*/ chk2*^*+*^*, ote*^*PK*^ and *chk2*^*P6*^*, ote*^*PK*^*/ chk2*^*+*^*, ote*^*B279G*^] and their *chk2*^*+/−*^*, ote*^*+/−*^ (het) siblings [*chk2*^*P30*^*, ote*^*B279G*^*/chk2*^*+*^*, ote*^*+*^ and *chk2*^*P6*^*, ote*^*PK*^*/ chk2*^*+*^*, ote*^*+*^]. Ovaries were dissected from 1-day-old females. RNA was isolated with TRIzol (Invitrogen). DNaseI treatment (Qiagen DNaseI) was done on RNeasy columns (Qiagen) during RNA purification. RNA sample quality was assessed with a Agilent 2100 Bioanalyzer prior to hybridization. Affymetrix Drosophila 2.0 arrays (900532) were used for microarray hybridization (University of Iowa Genomics Division). Array files were processed and analyzed using Affymetrix Transcriptome Analyses Console version 4.0, using default settings and RMA normalization, and contrasting four samples per group (*ote*^*null*^ vs *ote*^*het*^), using two-fold change and *p* < 0.05 (one-way ANOVA) cutoffs.

### Sperm exhaustion assay

A sperm exhaustion assay assessed male fertility, completed as described in ref. ^16^. Briefly, less than 1-day-old males were collected and individually crossed to three new newly eclosed wild-type virgin females every 3 days until the males reached an age of 15 days. A male that generated five or more progeny in 3 days was considered fertile at that age window.

### Viability analysis

To determine whether Chk2 loss rescued somatic defects associated with the absence of Ote, we assessed the viability of *chk2, ote; bocks* triple mutant animals. In these studies, we crossed *y*^*1*^*w*^*67c23*^*; chk2*^*P6*^*, ote*^*Pk*^*/CyO; bocks*^*Δ66*^*/Tm6b,Tb*^1^ males to *y*^*1*^*w*^*67c23*^*; chk2*^*P30*^*, ote*^*B279-G*^*/CyO; bocks*^*Δ10*^*/Tm6b,Tb*^1^ females. Progeny were genotyped and counted from each vial, until no progeny eclosed for 48 h.

### Statistical analysis

For microarray analyses and HP1 foci quantification, statistical significance was assessed using one-way ANOVA. For all other data, statistical significance was tested using a two-tailed Student’s *t*-test.

## Electronic supplementary material

Supplementary Information

## Data Availability

The microarray data set generated in the current study are available at Gene Expression Omnibus under the accession number GSE95309.

How the deposited data were processed for this re-analysis (not part of the article)

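Ovary RNA of 8 samples was measured on Affymetrix Drosophila 2.0 arrays, 4 samples labelled null (mutant for ote on both second chromosomes) and 4 labelled het (siblings with 1 wild-type ote on the CyO balancer). Each label held 2 samples of the chk2 P30 and 2 of the chk2 P6 background, and each sample was 1 array. The log2 values were made by the authors before deposit, with RMA as background correction, quantile normalization and summary per probe set, in Affymetrix Expression Console 1.4.1 per the submitters' notes. The methods name the Transcriptome Analysis Console instead, and the steps of RMA are those of the method as generally defined. That the values are on a log2 scale was read from their range, since the log base is not stated. No raw array images were analysed here, so the normalization was not repeated. The number of arrays limits the precision.

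Of 18952 probe sets, 183 control probe sets were left out and 18769 were tested, with no filter on dim probe sets. The deposited annotation named 1 gene for 13647 probe sets, several genes for 402 and none for 4720. Gene names were updated through a reference gene table, by gene number for 13544 probe sets and by symbol for 6, and 97 kept the deposited name. This gave 11982 genes, and where a gene had several probe sets, the one with the highest mean over all arrays stood for it in gene lists and counts of genes. The annotation names no transposable element, so the transposons of the array were not analysed here.

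Null and het were compared with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes, 4 arrays against 4, no covariate). Probe sets were called as in the study, at a fold of 2 and an unadjusted p under 0.05, and separately at a Benjamini-Hochberg adjusted p under 0.05. A fold is 2 to the power of the log2 difference. Null and het replicates share the numbers 1 to 4, which neither the paper nor the labels tie to a shared batch. The deviations of same-numbered arrays from their label means correlated at -0.0018, 0.38, 0.54 and -0.10 for replicates 1 to 4 (Pearson's r over probe sets, which are not independent replicates). The highest r between arrays of different number was 0.18, below those of replicates 2 and 3. As not every same-numbered pair correlated, no pairing was used. This does not exclude an effect shared by same-numbered arrays, and het 1 and null 1 shared high signals of salivary gland glue genes. Effects within each background and the interaction of genotype and background came from a fit of the 4 groups, and the background difference from an additive fit. Single values were compared with an exact two-sided permutation test over all assignments of the 8 arrays to 4 and 4. The 25 gene lists covered the lamina, DNA damage response, apoptosis, germline, maternal patterning and egg activation, eggshell and other cell types of the female abdomen. They also covered digestion, immunity, detoxification, stress, odorant binding, cell cycle, heterochromatin and ribosomal proteins. The lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, all by limma, with p adjusted over the 25 lists. By fry no list had an adjusted p under 0.05, the lowest being 0.882. Overlaps of calls with the midgut serine proteases (one-sided) and with chromosome 2 (two-sided) were tested with Fisher's exact test. Arrays were clustered on 1 minus Pearson's r with average linkage, and the mean silhouette of the labels was set against all 35 splits.

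Named genes followed a rule fixed before the data were examined, as were the tests, the gene lists and the alternatives except where the text says otherwise. The rule takes every gene the study names that a probe set names, the 12 probe sets per direction with the largest log2 difference among those past the study's thresholds, those at an adjusted p under 0.05, and up to 4 members per gene list with the smallest unadjusted p. Lam and spn-B have no probe set of their own in the annotation. The alternatives were a plain one-way ANOVA (for 2 groups the same as a t-test with equal variances, and called the unmoderated test in the results; the methods name a one-way ANOVA and do not say whether its variances were moderated), background or replicate number as a block, median centring, cyclic loess, a filter on dim probe sets, trended and robust empirical Bayes, array weights, each array left out in turn, each background alone, counting genes, folds of 1.5 and 3, other distances and linkages for the clustering, and other forms of the list tests. Alternatives chosen after seeing the data were a fold from Tukey biweights (tuning constant 5) and the joint omission of the arrays labelled het 2 and null 4. The analysis was also tested on simulated data of 18769 probe sets, of which 200 were changed. At the study's thresholds 46% of 2-fold and 95% of 4-fold changes were called, with 141 false calls, and at an adjusted p under 0.05 these were 56% and 79%, with 7 false calls. The simulated noise was independent between probe sets and between arrays, so these shares need not hold for the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.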

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

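All tests of explanations in this part, and the counts over other splits of the arrays, were chosen after the results they bear on were seen. Of 182 groups of 4 arrays examined for an array far from the other 3, 19 had one by Dixon's criterion at the 95% level, where chance gives about 1 in 20.

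The array labelled het 2 lay far below the other het arrays for Ote (log2 signal 7.27, others 9.26 to 9.66) and for Ku80 (7.59, others 8.70 to 8.74). Of the 35 splits of the arrays 4 against 4, the only one with probe sets at an adjusted p under 0.05 (9 by limma, 210 at the study's thresholds) was the one that exchanges het 2 and null 4, and it parted 8 genes by at least 1 log2 unit, such as Ror, at 12.2 to 12.9 in het 2 and null 1 to 3 and at 6.75 to 8.85 in null 4 and het 1, 3 and 4. All 8 lie on chromosome 2 (100%, lower 95% bound 63.1%, against 38.9% of all measured genes, Fisher's exact test, p = 0.00053). Ovary maturity or carried-over tissue would give the share of all genes only if their genes were spread over the chromosomes like all genes. This was not tested, so the share cannot decide on them. The P6 against P30 split with the same exchange parted 8 genes of which 7 lie on chromosome 2 (87.5%, Fisher's exact test, p = 0.00715), while the splits as labelled parted 0. Among the 8 genes of this P6 against P30 split were Cyp12d1-d, vis and Oatp33Eb, which are also given elsewhere as differences between null and het. A candidate explanation is an exchange of the labels of het 2 and null 4, since het siblings carry CyO and null flies do not, and in the paper's Fig. 5a too, 1 HET sample of the P30 background groups with 3 NULL samples and 1 NULL sample of P6 with 3 HET samples. With both exchanged, Ote also parts the arrays without overlap, though by less than 1 log2 unit. It lay at 7.27 to 8.56 in het 2 and null 1 to 3, and at 8.66 to 9.66 in null 4 and het 1, 3 and 4. The exchange remains a hypothesis, as Ote in null 4 (8.66) lies closer to null 3 (8.56) than to het 1, 3 and 4. A real difference between these samples in their second chromosomes, the biological explanation the design leaves open, was not tested.

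The array labelled het 1 lay far above the other het arrays for 8 genes, with log2 signals of 7.40 for Jon65Aii (others 4.10 to 4.61), 7.95 for CG10472 (4.80 to 5.01), 8.57 for Jon25Biii (5.83 to 6.08), 6.01 for CG11911 (4.41 to 4.59), 8.14 for mag (4.83 to 4.96), 7.00 for CG17633 (4.16 to 4.61), 7.15 for Oatp33Eb (4.20 to 4.54) and 8.03 for PGRP-SC2 (5.91 to 6.15), and null 1 lay far below the other null arrays for Jon65Aii (6.38, others 8.17 to 8.54). Chance could not be excluded for the higher median of midgut serine proteases in null (0.82), since 10 of the 35 splits gave a median at least as far from 0, the highest of the others being 1.38. Over the 8 arrays the mean of these proteases followed the mean of other midgut genes (Pearson's r = 0.953, exact permutation p = 0.00052, adjusted p = 0.0021 over the 4 p-values of 2 relations; Spearman's rho = 0.905, exact permutation p = 0.0046, adjusted p = 0.0091; r = 0.870 without the 2 farthest arrays, exact permutation p = 0.0236), and each background holds too few arrays (4) to repeat this. This is consistent with midgut tissue carried along in some dissections of the ovaries, a hypothesis, with the abundant midgut genes alphaTry at 5.68 to 11.8, Jon65Aiii at 6.49 to 11.5, Mal-A5 at 10.1 to 11.5 and Mal-B2 at 7.64 to 9.09. Of the 52 midgut genes 10 were above the median probe set on every array and 1 is on another list, and a joint regulation of these genes in the ovary stays open, untested.

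The eggshell genes differed between arrays of one label, with list means from 6.74 (het 2) to 11.75 (null 4) and an SD over the 8 arrays of 1.78. After cyclic loess the SD was 0.989 of its value before. The deposited values had already been normalized between arrays by RMA, so a second normalization could change little. This test therefore cannot decide on array scaling. For ovaries at different stages of maturity, the means of 4 vitelline membrane and 7 chorion genes, which are made at successive stages, were compared over the 8 arrays (Pearson's r = 0.687, exact permutation p = 0.0546, adjusted p = 0.0546; Spearman's rho = 0.762, exact permutation p = 0.0368, adjusted p = 0.0490; r = 0.626 without the 2 farthest arrays, exact permutation p = 0.181). Without those arrays r was little lower and its p did not pass over the 6 that remained, and each background holds 4, too few to repeat this, so maturity cannot be told apart from other differences between the dissections. Age, which the methods and the labels give differently, stays open as a biological explanation and was not tested.

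Chance could not be excluded for the 28 probe sets past the study's thresholds, since 27 of the 35 splits gave as many, the highest of the others being 523. The split of het 1, 3 and 4 with null 3 against the rest gave those 523 and 0 at an adjusted p under 0.05. A count so far above that of the labels points to a structure of the samples that the labels do not describe, a hypothesis, since the highest of 35 counts was not tested against chance. The split by background gave 320 in the fit of 2 groups, and 2 of the 35 splits gave as many, so chance could not be excluded there either. With background as a block the labels gave 33. No split can give fewer than the 0 probe sets that the labels gave at an adjusted p under 0.05, so the splits say nothing about chance there, and the highest of the others was 9. For the 7 gene lists called by camera, 21 of the 35 did, the highest of the others being 15.

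The array labelled null 4 lay far above the other null arrays for HipHop (11.77, others 11.12 to 11.23) and for the lower probe set with no gene name (10.91, others 9.41 to 9.58), and far below them for the mean of the muscle genes (9.35, others 10.03 to 10.17). The array labelled het 3 lay far below the other het arrays for His2Av (13.14, others 13.41 to 13.45) and far above them for Obp51a (8.59, others 3.07 to 3.82). The array labelled null 3 lay far above the other null arrays for CG8539 (6.44, others 5.24 to 5.39) and for Obp51a (3.47, others 2.90 to 2.95). The array labelled null 2 lay far below the other null arrays for stau (8.95, others 10.21 to 10.36).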

How the results depend on the processing

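Chosen after seeing the data were the joint omission of het 2 and null 4 and the fold from Tukey biweights. No result that had passed its threshold without an alternative passed in the opposite direction under one. The eggshell list, which had not passed, was called by camera in both directions under alternatives. It passed upward without het 3 (median 0.93) or null 1 (1.14). It passed downward with array weights (-1.10) and with both het 2 and null 4 left out (-0.90), all at the preset correlation. The 0 probe sets at an adjusted p under 0.05 stayed 0 under each alternative set for this count before the data were examined (plain one-way ANOVA, background and replicate blocks, median centring, cyclic loess, the filter on dim probe sets, trended and robust empirical Bayes, array weights and each array left out), while counts of genes were not run at an adjusted p. The counts of 0 for background and interaction also stayed 0 under the alternatives run for them. The mean silhouette of the labels passed its test under none of its alternatives, though without null 1 it was above 0 (0.0097, against -0.06). That its alternatives are judged by this test and not by its sign was settled after they were seen. The cause of the changes below was not tested, except that folds of 1.5 and 3 move a count by their construction.

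Probe sets past the study's thresholds, 28 with 25 higher and 3 lower, numbered 63 (54 and 9) with array weights, 15 (14 and 1) with a plain one-way ANOVA, 46 (40 and 6) in P30 alone, 49 (32 and 17) in P6 alone, 100 (63 and 37) at a fold of 1.5, 13 (13 and 0) at a fold of 3 and 132 (108 and 24) with het 2 and null 4 left out, when 1 probe set passed an adjusted p under 0.05. With background as a block 6 were lower. Leaving out 1 array at a time gave 13 to 98 in all, 10 to 96 higher and 2 to 18 lower, and without het 3 there were 14 higher and 10 lower. Of the 28, 25 were kept with the background block, 22 with the replicate block, 28 with median centring, 26 with cyclic loess, 28 with trended and robust empirical Bayes, 11 with array weights, 15 with a plain one-way ANOVA and 10 to 25 with 1 array left out.

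The replicate numbers were not used as pairs, since over all probe sets the deviations correlated in only 2 of the 4 same-numbered pairs. Those 2, at 0.38 and 0.54, lay above every pair of different number, the highest of which was 0.18. The arrays het 1 and null 1, at -0.0018, shared high signals of salivary gland glue genes. An effect shared by same-numbered arrays therefore cannot be excluded. The arrays null 1, null 2 and null 3 each correlated most closely with the same-numbered het array, and null 4 with het 1. Of the het arrays, only het 1 correlated most closely with its same-numbered null array. With the replicate number as a block, 39 probe sets passed the study's thresholds, 8 of them lower, and 0 an adjusted p under 0.05, and 22 of the 28 were kept. Of named genes CG10472, Acbp6 and Cyp9b2 no longer passed and vis, Mst84Dc and Cyp12d1-d did. The Ote log2 fold change stayed at -0.80, short of 2-fold, with an unadjusted p = 0.0487 (limma) against 0.185 without the block. The chromosome 2 share passed its test, and no gene list changed its call by camera.

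The Ote log2 fold change, -0.80, was -1.39 with array weights, -1.53 with het 2 and null 4 left out, and -0.53 to -1.33 with 1 array left out, the last without het 2. Serine protease enrichment, an odds ratio of 78.0, was 0 with array weights, 4.70 with both arrays left out, 149 with a plain one-way ANOVA, 35.4 without het 2 or null 3, 40.5 without null 4, 64.2 without het 1, 73.0 without null 1, 135 without het 3, 149 without null 2, 212 without het 4, and 69.3 with all symbols that begin with Jon or Ser or end in Try, which also take in Serinc, SerRS, SerRS-m and SerT, genes of other functions. The chromosome 2 share of called genes, 54.2%, passed its test at 61.5% with the background block, 56.2% with the replicate block, 66.0% with array weights, 64.1% with both arrays left out and, with 1 array left out, in 5 of 8 cases, over a range of 40.9% to 79.6%. At an adjusted p in the additive fit no gene is called, so that alternative gives no share. Camera called 7 of the 25 gene lists, 0 of the 25 with an estimated correlation, 4 to 12 of them with 1 array left out and 15 with both left out, and those called were not always among the 7. The 307 probe sets past the thresholds between backgrounds became 148 to 672, and the 52 for the interaction 75 to 1137, with 1 array left out, where a group of 1 array is assumed to vary like the others.

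Of the other values over all alternatives, 2010 of named genes kept their side of the threshold, 73 lost it and 26 gained it, and of gene lists 396, 23 and 31. Most named genes and gene lists had not passed without an alternative, so most values that kept their side had stayed short of the threshold. The 2010 and 396 therefore do not measure how stable the calls were. The alternatives set for transposons, gypsy and springer were not run, since the annotation used here ties no probe set to them, while the paper reports transposons on this array. On arrays, dim probe sets lie near the background signal, which limits how well their differences can be read, and with only probe sets above the median mean signal 27 passed the study's thresholds.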

Differences from the paper's values

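The study's count of downregulated genes is 5 in its text, and 3 probe sets were lower here at the same thresholds. Of the alternatives set before the data were examined, the counts that come within 1.5 times the paper's are 6 with background as a block, 4 with the filter on dim probe sets, 4 with trended and robust empirical Bayes, 6 without het 2, 4 without null 2 and 6 in P30 alone. The others do not: replicate block (8), median centring (3), cyclic loess (3), array weights (9), a plain one-way ANOVA (1), P6 alone (17), either count of genes (2), a fold of 1.5 (37), a fold of 3 (0), and the arrays without het 1 (18), het 3 (10), het 4 (3), null 1 (2), null 3 (16) or null 4 (16). The fold from Tukey biweights also comes within it, with 4, and was chosen after seeing the values. It gave 28 higher probe sets. With both het 2 and null 4 left out, also chosen after seeing the data, 24 were lower, which does not come within that range. Which genes the study called is not given in the sources used here.

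The largest rise in the study is about 16-fold in Fig. 2f, read by eye, and 6.83-fold here, in Jon65Aii. The alternatives set before the data were examined that come within 1.5 times the paper's value are array weights (14.3), and the omission of het 1 (11.6), het 2 (11.8), het 3 (13.0), null 1 (14.6) or null 4 (11.2). The background and replicate blocks (6.83 each), median centring (6.93), cyclic loess (6.94), the filter on dim probe sets (6.83), trended and robust empirical Bayes (6.83), a plain one-way ANOVA (6.83), and the omission of het 4 (5.41), null 2 (5.88) or null 3 (8.71) do not. The fold from Tukey biweights reaches 16.2 and was chosen after seeing the values. Its largest fall was 3.39-fold, where Fig. 2f shows about 3.5-fold, read by eye, and limma without a covariate gave 2.54-fold. The methods name default settings and do not say how a fold was averaged over arrays, so the folds compared here may be unlike measures. With both het 2 and null 4 left out, also chosen after seeing the data, the largest rise was 29.3-fold, which does not come within that range.

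The paper excepts ote mRNA from the maternal RNAs that were unaffected. Here the Ote probe set was 1.74-fold lower in null and did not pass the study's thresholds. It passed them without het 2 (Ote log2 fold change -1.33) and with array weights (-1.39), and with both het 2 and null 4 left out (-1.53), the last chosen after seeing the data. Each of these leaves out or gives less weight to het 2, the array with the lowest Ote signal, which enlarges the fall by construction.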

Other observations

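Of 25 genes of the testis 20 had a lower and 5 a higher mean signal in the arrays labelled null, with a median log2 difference of -0.19 (camera adjusted p = 0.00032; adjusted p = 0.589 with an estimated correlation). Examples are betaTub85D, a tubulin of the male germline, at -0.33 (standard error 0.14), Mst84Dc, a sperm tail gene, at -1.15 (0.63), vis at -1.12 (0.56) and dj at -0.24 (0.13), and none passed the study's thresholds. The call was lost without het 2 (median -0.16, camera adjusted p = 0.111), without null 3 (-0.11, adjusted p = 0.143), with the filter on dim probe sets (-0.15, adjusted p = 0.207) and with both het 2 and null 4 left out (-0.23, adjusted p = 0.0666). Of 16 genes of the spermatheca and reproductive tract 10 were higher and 6 lower (median 0.14, camera adjusted p = 0.864), with Obp51a at -1.67 (standard error 1.14), which was high in the array labelled het 3. The median was 0.85 in P30 and -1.11 in P6, and the difference between backgrounds did not pass the test over the 25 lists (limma interaction of list means, adjusted p = 0.972). Without null 4 this list passed (0.59, camera adjusted p = 0.0184).

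Of 21 muscle genes 10 were higher and 11 lower (median -0.04, camera adjusted p = 0.753), with fln, a flight muscle gene, at -1.10 (standard error 0.76). Of 13 fat body genes 5 were higher and 8 lower (median -0.03, camera adjusted p = 0.727). Of 18 hemocyte genes 11 were higher and 7 lower (median 0.06, camera adjusted p = 0.737), with the phagocytic receptor gene NimC2 at 0.39 (standard error 0.16). Of 7 heat shock genes 3 were higher and 4 lower (median -0.08, camera adjusted p = 0.599). Of 26 odorant and pheromone binding protein genes 16 were higher and 10 lower (median 0.10, camera adjusted p = 0.477), Obp57a passed the study's thresholds and Obp99d stood at 0.52 (standard error 0.23). No member of these 7 lists passed an adjusted p under 0.05, over all probe sets or adjusted over the list alone. Without null 4 the muscle list (median 0.18, camera adjusted p = 0.0439) and the odorant list (0.16, adjusted p = 0.0184) passed. With both het 2 and null 4 left out, chosen after seeing the data, the muscle list (0.37, camera adjusted p = 0.00056), the odorant list (0.23, adjusted p = 0.00142) and, downward, the heat shock list (-0.23, adjusted p = 0.0446) passed. These calls, and that of the spermatheca list without null 4, used the preset correlation, and with an estimated correlation on the 8 arrays, none left out, the 4 lists had an adjusted p = 0.963 each.

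More probe sets passed the study's thresholds between the chk2 backgrounds than between the labels. Between P6 and P30, 307 passed them and 1828 an unadjusted p under 0.05, and 0 passed an adjusted p under 0.05 (limma, additive fit, lowest adjusted p = 0.512). The count was 562 without het 1, 148 without het 3, 509 without het 4, 516 without null 1, 163 without null 2, 166 without null 3 and 672 without null 4. For the interaction of genotype and background it was 52, and 253 without het 1, 96 without het 3, 147 without het 4, 261 without null 1, 127 without null 2, 1137 without null 3 and 165 without null 4.

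Of the 24 named genes past the study's thresholds, 13 or 54.2% lie on chromosome 2 (exact 95% interval 32.8% to 74.4%), against 38.9% of all 11898 genes with a known chromosome (Fisher's exact test, two-sided, p = 0.144). The null and het siblings differ in a whole second chromosome, CyO. The share passed its test with the background (61.5%) or the replicate number (56.2%) as a block, with array weights (66.0%), with het 2 and null 4 left out (64.1%, chosen after seeing the data), and without het 1 (52.5%), het 2 (79.6%), null 1 (51.1%), null 3 (54.2%) and null 4 (62.1%).

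Chosen after their values were seen, the salivary gland glue genes Sgs3, Sgs5, Sgs7 and Sgs8 had log2 signals of 11.36, 9.74, 11.10 and 11.57 in the array labelled het 1 and 10.69, 8.81, 10.16 and 10.59 in that labelled null 1, and at most 6.63 in the other 6 arrays. The male accessory gland gene Acp53C14b, also chosen after its values were seen, had a log2 signal of 10.79 in the array labelled het 3 and at most 4.99 in the other 7.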
